# Nitrogen Deficiency Outperforms Water Stress in Triggering Strigolactone‐Dependent Responses in Maize

**DOI:** 10.1111/ppl.70987

**Published:** 2026-07-09

**Authors:** Leonardo Buzzicotti, Claudia Camilletti, Laura Ravazzolo, Markus Wirtz, Rüdiger Hell, Silvia Quaggiotti

## Abstract

Strigolactones (SLs) modulate multiple aspects of plant development and stress physiology. This study investigated their role in maize response to abiotic stress by comparing an SL‐biosynthesis mutant (*zmccd8*) with wild‐type (WT) seedlings grown for 4 weeks in vermiculite under nutrient and water limitation. Plant growth, time‐course pigment accumulation, targeted gene expression, and root transcriptomic profiles were analyzed. Our results showed that *zmccd8* plants were largely unable to induce leaf senescence and efficient nutrient remobilization toward younger tissues under nitrogen (N) deficiency, a response previously associated with maize adaptation to low N availability. In parallel, the mutant developed a smaller root system, mainly due to limited adventitious root formation, particularly under N shortage. Root transcriptomic profiling revealed that N deficiency strongly affected WT plants, inducing extensive regulation of pathways involved in nitrogen metabolism and transport, secondary metabolism, ethylene and MAPK signaling, oxidative stress responses, and major transcription factor families. These responses were largely absent in the *zmccd8* mutant, suggesting reduced transcriptional plasticity and compromised capacity to cope with stress‐associated oxidative imbalance. Conversely, despite inducing substantial physiological and molecular responses, water stress elicited only modest SL‐dependent regulation, with limited and heterogeneous changes between genotypes. Overall, our findings demonstrate that in maize, SLs act in a stress‐specific manner, playing a predominant role in acclimatisation to nitrogen deficiency through coordinated regulation of senescence, nutrient remobilization, root architecture, and gene expression, while contributing more marginally to water‐stress acclimatisation. These results provide new insights into SLs' role in shaping maize physiological plasticity under abiotic stress conditions.

## 1 Introduction

Global climate changes intensify the occurrence of abiotic stresses, which severely impair plant nutrient and water uptake, thereby disrupting cellular homeostasis and compromising both growth and metabolism (Barzana et al. 2021). This ultimately reduces plant productivity, particularly in staple crops such as maize ( *Zea mays* L.).

Nitrogen (N) is often the most limiting nutrient for plant growth (Mason et al. 2022), while drought causes greater annual yield losses than all pathogens combined. Acclimatisation to fluctuating N and water availability involves complex physiological and molecular mechanisms that integrate internal and external signals, driving biochemical and developmental adjustments (Schachtman and Shin 2007; Gupta et al. 2020). Understanding the signaling pathways controlling nitrogen use efficiency (NUE) and water use efficiency (WUE) is therefore essential to improve stress physiology knowledge and develop crop varieties adapted to low‐input systems (Fess et al. 2011). Plant hormones play a central role in coordinating plant growth, development, and resource allocation in response to environmental cues. They also regulate acclimatisation to both N deficiency (Kiba et al. 2011) and drought stress (Bailey‐Serres et al. 2019). Among others, SLs have been recognized as integral components of this hormonal network, with substantial evidence supporting their role in plant adaptation to abiotic stress (Saeed et al. 2017).

SLs are carotenoid‐derived terpenoid lactones that regulate shoot and root architecture (Gomez‐Roldan et al. 2008; Umehara et al. 2008), stimulate Orobanchaceae seed germination (Cook et al. 1966), promote AMF hyphal branching (Akiyama et al. 2005), and enhance plant stress tolerance (Kleman and Matusova 2023). In maize, N deficiency strongly induces SL biosynthesis in roots. This response involves changes in polar auxin transport, affecting root elongation (Manoli et al. 2016) as well as adjustments in lateral root (LR) density through both auxin‐dependent and ‐independent pathways (Ravazzolo et al. 2019, 2021). The involvement of SLs in the response to N deficiency has also been reported in rice (Luo et al. 2018), wheat (Sigalas et al. 2024), and tomato (Marro et al. 2022). Moreover, several studies highlight a prominent role for SLs in drought tolerance, mainly due to their interactions with abscisic acid (ABA), as demonstrated in *Arabidopsis* (Ha et al. 2014; Liu et al. 2015). Moreover, exogenous application of the synthetic SL analogue GR24 has been shown to alleviate drought stress in multiple plant species, including maize (Sedaghat et al. 2017, 2020, 2021; Wang et al. 2021; Sattar et al. 2022; Visentin et al. 2020; Min et al. 2019).

The first steps of SL biosynthesis occur in plastids and involve the isomerization of all‐trans‐β‐carotene into 9‐cis‐β‐carotene, catalyzed by the isomerase DWARF27 (D27) (Lin et al. 2009). This is followed by oxidative cleavage of specific double bonds by the non‐heme iron enzymes CAROTENOID CLEAVAGE DIOXYGENASES (CCD7 and CCD8) (Alder et al. 2012). Together, D27, CCD7, and CCD8 form the core pathway that produces the precursor carlactone (CL) (Seto et al. 2014), which is subsequently oxidized into bioactive SL precursors by the cytochrome P450 monooxygenase CYP711A/MAX1 (Abe et al. 2014). Previous studies have demonstrated that transcriptional regulation of *ZmCCD8* is a reliable proxy for predicting SL biosynthesis in maize (Ravazzolo et al. 2019, 2021).

The *zmccd8* maize mutant carries a Dissociation (Ds) transposon insertion in the third exon of *ZmCCD8* (*zmccd8*: *Ds* insertion mutant line in the B73 background, Guan et al. 2012). *zmccd8* plants are unable to synthesize SLs and display reduced stature, narrower stalks, smaller ears, diminished root systems, and a mild branching phenotype (Guan et al. 2012). Preliminary comparisons of *zmccd8* and the parental B73 inbred line under both hydroponic and field conditions confirmed the critical role of SLs in acclimatisation to N deficiency and water stress (Quaggiotti et al. 2024; Ravazzolo et al. 2024). However, while hydroponics allows precise control of N supply and enables clear characterization of the correlations between N availability and SL production, it is not suitable for studying water stress.

Field experiments are more realistic but highly variable due to pedoclimatic factors. To overcome these limitations, we used pot experiments with vermiculite, which mimic soil conditions while allowing precise nutrient and water control. WT and *zmccd8* plants were monitored for 28 days under different nutritional and water regimes. Growth, chlorophyll, and anthocyanin levels were measured at multiple time points, and selected gene expression was analyzed in roots, stems, and leaves. A comprehensive root transcriptome analysis was performed by RNA‐seq. By integrating phenotypic, physiological, and transcriptomic data, this study reveals that SLs modulate maize responses to abiotic stress in a stress‐specific manner, playing a more prominent role under nitrogen deficiency than under water stress.

## 2 Materials and Methods

### 2.1 Plant Material, Growth Conditions and Sampling

Seeds of maize ( *Zea mays* L.) inbred line B73 (wild‐type, WT) and the *zmccd8*: Ds insertional mutant in the same genetic background were surface‐washed and germinated on moist filter paper in the dark at 25°C, as previously described by Quaggiotti et al. (2024). Uniform seedlings were transplanted into pots (7 × 7 × 18 cm) containing 100% vermiculite and divided into four treatments.

Control (CT) plants received complete Hoagland solution three times per week. Nitrogen‐deficient (0N) plants were supplied with the same solution except that 1 mM KNO_3_ was replaced by equimolar KCl. Nutritional stress (NS) plants were irrigated only with Milli‐Q water, while water stress (WS) plants received the complete nutrient solution only at transplanting and were not further irrigated. Plants were grown for 4 weeks under controlled conditions (16/8 h light/dark, 23°C/20°C, 40%–50% RH, 280 μmol m^−2^ s^−1^).

At harvest, fresh weight of leaves, stems, and roots was measured. The primary root was separated from shoot‐borne (adventitious) roots for independent analysis. The data represent 15 biological replicates, each being individual plants grown simultaneously.

### 2.2 Optical Assessment of Leaf Chlorophyll and Anthocyanin Content

Chlorophyll and anthocyanin levels were measured in maize leaves from 14 to 28 days after transplanting (DAT) using a DUALEX SCIENTIFIC+ (Force‐A). Non‐destructive measurements were taken approximately every 2 days at the same time on the mid‐section of each measurable leaf, following Gabriel et al. (2019). The data represent 15 biological replicates.

### 2.3 RNA Extraction and cDNA Synthesis

Total RNA was extracted from 100 mg of tissue collected from the third leaf, stem, and whole root system after 4 weeks of growth. Each biological replicate consisted of pooled tissues from four plants.

RNA was isolated using the Spectrum Plant Total RNA Kit (Sigma) following the manufacturer's instructions. Concentration was measured with a NanoDrop 1000 spectrophotometer (Thermo Scientific), and integrity was verified by agarose gel electrophoresis. First‐strand cDNA was synthesized from 500 ng of total RNA using 1 μL of 10 μM oligo‐dT primers, as previously described (Manoli et al. 2012).

### 2.4 Target Selection for Gene Expression Analysis and qRT‐PCR

The expression of three gene groups was analyzed by qRT‐PCR: (i) genes involved in strigolactone (SL) biosynthesis and transport, (ii) in the nitrogen response and remobilization, and (iii) putatively related to the SL regulatory network and/or drought response (Table S1). Primers were designed using Primer3 (v4.1.0; Rozen and Skaletsky 2000). qRT‐PCR was performed on a StepOne Real‐Time PCR System (Applied Biosystems) using SYBR Green according to the manufacturer's instructions and the protocol of Nonis et al. (2007). Each reaction contained 2.5 ng cDNA and included three technical replicates for each of three biological replicates. Amplification specificity was confirmed by melting curve analysis. Relative expression was calculated using the $2^{-\text{ΔΔCT}}$ method (Livak and Schmittgen 2001), with MEP (Zm00001eb257640) as the reference gene (Manoli et al. 2012).

### 2.5 Statistical Analysis

Statistical analyses were performed in RStudio (version 2025.09.1 + 401; https://cran.rstudio.com) using one‐way ANOVA followed by Tukey's HSD test. Different letters indicate statistically significant differences (*p* < 0.05).

### 2.6 RNA‐Seq Library Construction, Sequencing, and Bioinformatic Analysis

Total RNA integrity from root samples was verified using a Bioanalyzer 2100 (Agilent Technologies). Library preparation and sequencing were performed by HaploX Biotechnology Co. (Hong Kong, China) on an Illumina platform. mRNA was enriched using poly‐T magnetic beads, fragmented, and reverse‐transcribed into cDNA. Strand‐specific libraries were generated by incorporating dUTP during second‐strand synthesis. Libraries were end‐repaired, A‐tailed, adapter‐ligated, size‐selected, PCR‐amplified, purified, and quality‐checked by Qubit, qRT‐PCR, and Bioanalyzer prior to sequencing.

Raw reads were filtered with fastp to remove adapters and low‐quality sequences, and quality metrics (Q20, Q30, GC content) were calculated. Clean paired‐end reads were aligned to the maize reference genome (Zm‐B73‐REFERENCE‐NAM‐5.0) using HISAT2 v2.0.5. Transcript assembly was performed with StringTie v1.3.3b, and gene counts were obtained using featureCounts v1.5.0‐p3. Sequences of novel transcripts are reported in Table S2. Gene expression levels were calculated as FPKM. Differential expression analysis was conducted with DESeq2 (v1.20.0), applying Benjamini–Hochberg correction; genes with adjusted *p* ≤ 0.05 and |log_2_FC| ≥ 1 were considered significant. KEGG and GO enrichment analyses were performed using clusterProfiler, with adjusted *p* < 0.05 as the significance threshold.

## 3 Results

### 3.1 Root and Leaf Development Are Affected in *zmccd8*

Plants were grown as described above and sampled at 28 days after transplanting. *zmccd8* mutants showed a significantly lower overall fresh weight compared to wild‐type (WT) plants under complete nutrient conditions (CT). Moreover, both genotypes exhibited a strong reduction in growth under the three stress conditions, with the highest loss occurring under water stress (WS) and no significant differences between general nutrient stress (NS) and nitrogen‐specific deprivation (0N) (Figure 1A).

**FIGURE 1:**
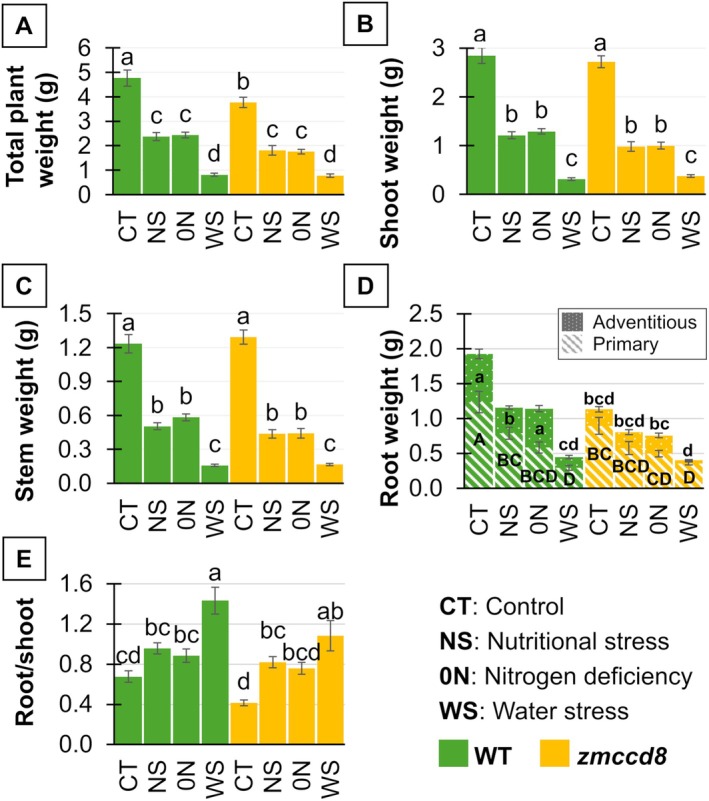
Fresh weight of total plant (A), shoot (B), stem (C), and root (D) tissues in WT (green) and *zmccd8* (yellow) maize seedlings after 4 weeks of growth in vermiculite under different conditions: Control (CT), complete nutrient deprivation (NS), nitrogen deficiency (0N), and water stress (WS). (E) Root‐to‐shoot ratio. Error bars represent mean ± SE (*n* = 15). Statistical analysis was performed using one‐way ANOVA followed by Tukey's HSD test. Different letters indicate statistically significant differences (*p* < 0.05).

The contribution of individual organs was then analyzed. All stress conditions caused reductions in shoot and stem fresh weight, with WS causing the greatest loss and with no significant differences between genotypes (Figure 1B,C). However, root fresh weight in *zmccd8* mutants was significantly lower than in WT under both CT and 0N conditions, indicating that both SLs and nitrogen affect root growth. Water stress also caused a marked decrease in root fresh weight accumulation, with no significant differences between genotypes (Figure 1D).

Although no differences in total shoot fresh weight were observed between genotypes, individual leaf development was differently affected by nutrient and water deficiencies (Figure 2). In WT, the development of the first leaf was significantly reduced under all stress conditions. In contrast, in *zmccd8*, NS had no significant effect, and WS and 0N caused a milder reduction compared to WT (Figure 2A,F). A similar trend was observed for the second leaf, where WT showed a more pronounced growth reduction compared to *zmccd8* (Figure 2B). The third leaf also showed reduced growth under stress conditions, but no differences were detected between genotypes (Figure 2C). By contrast, the development of the fourth and fifth leaves exhibited a significantly greater reduction in the mutant compared to WT under all stress conditions (Figure 2D,E). These results suggest a genotype‐dependent difference in the capacity for biomass allocation from older to younger leaves in response to stress.

**FIGURE 2:**
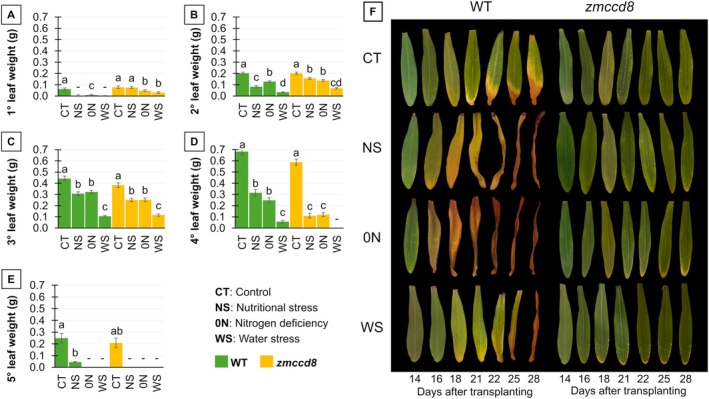
Fresh weight of the first (A), second (B), third (C), fourth (D), and fifth (E) leaves of WT (green) and *zmccd8* (yellow) maize plants after 4 weeks of growth in vermiculite under different conditions: Control (CT), complete nutrient deprivation (NS), nitrogen deficiency (0N), and water stress (WS). Error bars represent mean ± SE (*n* = 15). Statistical analysis was performed using one‐way ANOVA followed by Tukey's HSD test. Different letters indicate statistically significant differences (*p* < 0.05). (F) First leaf phenotype of WT (left) and *zmccd8* (right) seedlings during the final 2 weeks of growth.

To better assess the relative contribution of primary (PR) and adventitious roots (AR) to the stress response, these root types were analyzed separately (Figure 1D). Under control conditions, WT plants exhibited significantly higher fresh weight for both PR and AR compared with *zmccd8*. In WT, PR fresh weight was strongly reduced by NS, 0N, and WS, whereas in *zmccd8* it was significantly affected only by WS. Moreover, AR fresh weight was significantly lower in *zmccd8* mutants compared to WT under 0N conditions. This pattern is further illustrated in Figure S1F, which shows the proportion of AR relative to total root fresh weight. Under WS, the difference in AR fresh weight between genotypes was not significant; however, the proportion of AR relative to total root was higher in WT than in the mutant.

### 3.2 WT and *zmccd8* Display Distinct Leaf Chlorophyll Content Profiles

Leaf chlorophyll (Chl) content, as a proxy for resource allocation (Onoda et al. 2017), was measured every 2–3 days from 14 to 28 days after transplanting in all four leaves and under the three tested nutritional regimes for both genotypes.

Chl content of the first fully developed leaf showed a slightly decreasing trend over the course of the experiment in WT plants. This decline was more pronounced under NS and 0N conditions, with consistently and significantly lower values compared to the CT condition. Furthermore, from Day 21 onward, in these conditions, Chl was no longer detectable, likely due to the onset of senescence (Figure 3A). A similar but less pronounced trend was observed under WS. In contrast, the first leaf of *zmccd8* plants maintained a more stable Chl content throughout the experiment across all nutritional regimes. Only minor differences were observed between CT and 0N, mainly at Days 14 and 16. Under WS and NS treatments, *zmccd8* plants had a slightly lower Chl content at all measured time points (Figure 3A).

**FIGURE 3:**
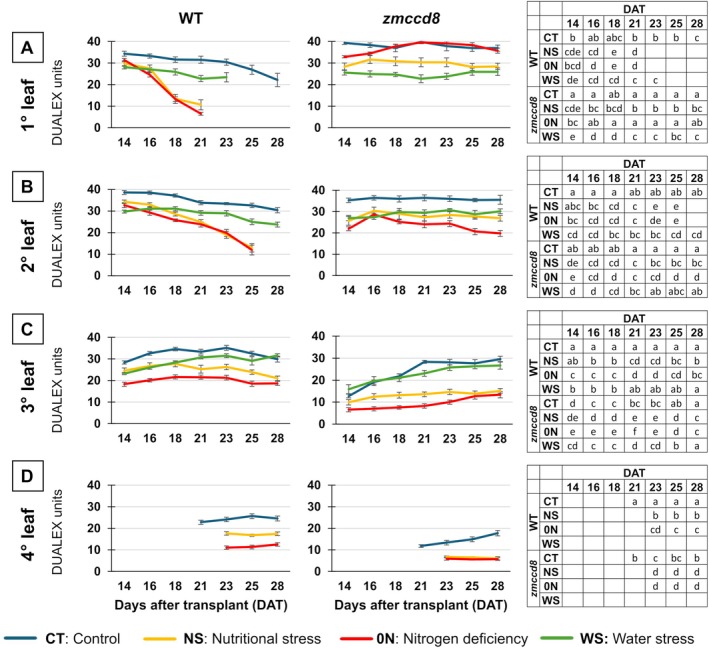
Chlorophyll levels quantified using the optical sensor DUALEX SCIENTIFIC+ (Force‐A) in the first (A), second (B), third (C), and fourth (D) leaves of WT (left panels) and *zmccd8* (right panels) seedlings. Measurements started 14 days after transplanting. Plants were grown in vermiculite under different conditions: Control (CT), complete nutrient deprivation (NS), nitrogen deficiency (0N), and water stress (WS). Error bars represent mean ± SE (*n* = 15). Statistical analysis was performed using one‐way ANOVA followed by Tukey's HSD test. Different letters indicate statistically significant differences (*p* < 0.05).

The second leaf showed a similar pattern. In WT, Chl content declined over time, with NS and 0N treatments having significantly lower values than CT and WS, though no significant differences were observed between NS and 0N themselves. As for the first leaf, senescence induced by NS and 0N was also apparent, albeit with a delayed onset. In *zmccd8* plants, the Chl content in the same leaf remained relatively constant over time, although stress conditions caused a significant reduction compared to CT at all time points (Figure 3B).

In WT plants, the third leaf maintained a more stable Chl content over time, although plants under NS and 0N conditions exhibited significantly lower values than CT and WS. Notably, no signs of senescence were observed in this leaf up to Day 28 (Figure 3C). In *zmccd8* plants, the third leaf under CT and WS conditions showed an increasing trend in Chl accumulation, although overall values were generally lower than those in WT plants. In contrast, both NS and 0N treatments induced a clear reduction in Chl content at nearly all time points (Figure 3C).

The fourth leaf showed higher Chl content in WT compared to *zmccd8*, regardless of the nutritional condition. However, the effects of nutrient stress were evident in both genotypes (Figure 3D). Data for the WS condition are not available, as the fourth leaf had not yet developed in these plants after 28 days (Figure S1D).

Overall, these results suggest that the two genotypes adopt different strategies in response to nutritional stress. During NS and 0N, WT plants appear to remobilize resources from older to younger leaves, leading to stress‐induced senescence primarily in the oldest leaves. In contrast, *zmccd8* plants show a reduced capacity for such remobilization, with younger leaves being more affected under stress conditions. Under WS, differences between the two genotypes were minimal.

### 3.3 WT and *zmccd8* Display Distinct Leaf Anthocyanin Content Profiles

Anthocyanin accumulation is a common response in plants experiencing N deficiency, acting as a protective mechanism against various stress factors (Ravazzolo et al. 2024). WT consistently exhibited significantly higher levels of these pigments in response to NS and 0N, with a clear increase over time as the treatments progressed. This trend was most evident in the older leaves (first and second), but also appreciable in the third and fourth leaves. In the fourth leaf, the effect of the 0N treatment was even stronger than that of NS (Figure 4A–D).

**FIGURE 4:**
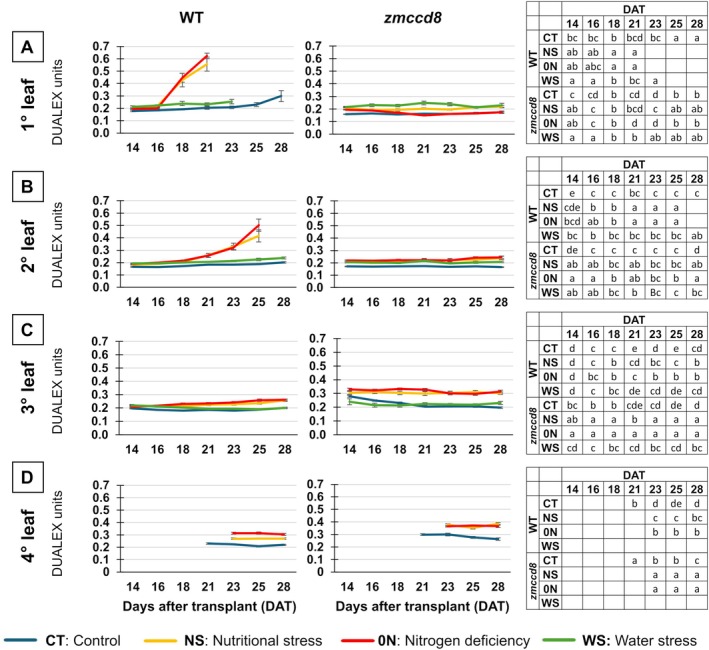
Anthocyanin levels quantified using the optical sensor DUALEX SCIENTIFIC+ (Force‐A) in the first (A), second (B), third (C), and fourth (D) leaves of WT (left panels) and *zmccd8* (right panels) seedlings. Measurements started 14 days after transplanting. Plants were grown in vermiculite under different conditions: Control (CT), complete nutrient deprivation (NS), nitrogen deficiency (0N), and water stress (WS). Error bars represent mean ± SE (*n* = 15). Statistical analysis was performed using one‐way ANOVA followed by Tukey's HSD test. Different letters indicate statistically significant differences (*p* < 0.05).

In *zmccd8*, no time‐dependent increase in anthocyanin accumulation was observed under stress conditions. However, NS and 0N treatments induced slight but generally significant increases in anthocyanin content at all measured time points, with the highest accumulation observed in the third and fourth leaves (Figure 4A–D). Water stress did not appear to influence anthocyanin levels, as their content remained almost constant and similar to the control.

Overall, these results indicate that WT plants markedly increase anthocyanin production in response to both general and nitrogen‐specific nutritional deficiencies, particularly in older leaves and in a time‐dependent manner. In contrast, *zmccd8* plants showed only modest increases in anthocyanin content, with no clear temporal pattern.

### 3.4 Gene Expression Responses to Nutrient and Water Availability

To better characterize the role of strigolactones (SLs) in maize stress responses, the transcriptional profiles of several previously identified genes were analyzed by qRT‐PCR in the third leaf, stem, and root of both genotypes (see Table S1 for gene list). The third leaf was selected as it did not show visible signs of senescence, thus ensuring high‐quality RNA samples and better reflecting the regulatory situation before the onset of the senescence program. Genes were chosen based on their putative involvement in the SL pathway (Figure 5A), nitrogen sensing (Figure 5B), and water response (Figure 5C).

**FIGURE 5:**
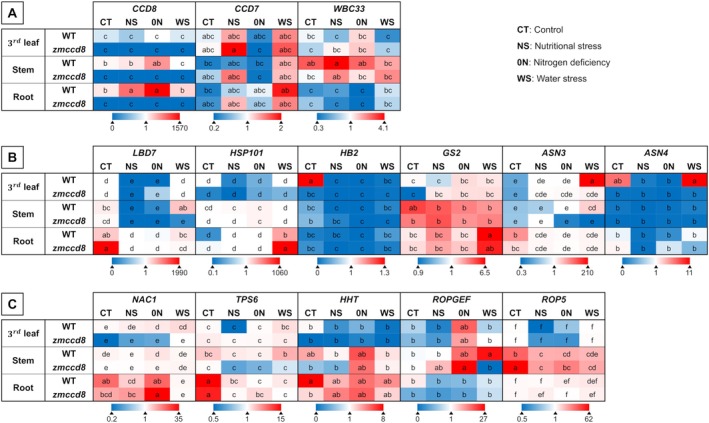
Relative expression levels of genes involved in (A) SL biosynthesis and transport, (B) nitrogen response and remobilization, and (C) putatively related to the SL regulatory network and/or water stress responses in third leaf, stem, and root samples from WT and *zmccd8* seedlings after 4 weeks of growth in vermiculite under different conditions: Control (CT), complete nutrient deprivation (NS), nitrogen deficiency (0N), and water stress (WS). Color intensity of the squares reflects changes in gene expression levels (*n* = 3 biological replicates). Statistical analysis was performed using one‐way ANOVA followed by Tukey's HSD test. Different letters indicate statistically significant differences (*p* < 0.05).

The expression of three SL‐related genes (*CCD8*, *CCD7*, and *WBC33*; Table S1) was analyzed. In WT plants, *CCD8* was slightly upregulated under 0 N in all tissues, with significant differences only in roots, consistent with previous reports (Ravazzolo et al. 2019, 2021), whereas WS had no effect. As expected, *CCD8* transcripts were undetectable in the *zmccd8* mutant (Figure 5A). *CCD7* and *WBC33* were weakly expressed and showed no significant differences among treatments or genotypes (Figure 5A).

Based on previous results, *LBD7*, *HSP101*, *HB2*, *GS2*, *ASN3*, and *ASN4* were selected as nitrogen‐related genes (Table S1). *LBD7* was consistently downregulated under N starvation almost in all tissues and genotypes, especially under nutrient starvation, in agreement with Trevisan et al. (2015); under WS, its stem expression was lower in mutants than in WT (Figure 5B). *HSP101* was induced by 0N in stems and strongly upregulated by WS in roots of both genotypes, with no genotype‐dependent differences, suggesting SL‐independent regulation. *HB2* was significantly more expressed in WT leaf than in *zmccd8* in CT and it was downregulated by stress conditions in WT, whereas *GS2* remained unchanged. *ASN3* was induced by WS in the third leaf and stem of WT but not *zmccd8*, while it was downregulated in roots of WT under all stresses. *ASN4* showed very low expression overall, except in the third leaf of WT under CT and WS (Figure 5B).

Additional genes were selected based on their putative roles in maize water stress responses and SL signaling (Table S1). *NAC1* expression was lower in the third leaf of *zmccd8* than WT under 0N and WS and induced by WS only in WT, with no differences in other tissues (Figure 5C). *TPS6* was downregulated by all stresses in roots, similarly in both genotypes. *HHT*, *ROPGEF*, and *ROP5* showed comparable expression between genotypes, except for reduced *ROPGEF* levels in mutant stems (Figure 5C).

Taken together, the data suggest modest and partly unexpected genotype‐dependent variation at the transcriptional level. This observation underscores the importance of employing untargeted approaches to uncover broader regulatory mechanisms and patterns.

### 3.5 RNAseq Analysis Revealed Genotype‐Specific Differences in the Response to Nitrogen and Water Starvation in Roots

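Messenger RNA from roots of WT (B73) and *zmccd8* plants grown under CT, 0N or WS was sequenced in strand-specific paired-end libraries, with 3 biological replicates in each of the 6 groups and 18 libraries in all. The mutant carries a Ds transposon in the third exon of *ZmCCD8*, in the B73 background. The authors aligned the reads to the B73 reference genome, assembled further transcripts, counted the reads on each gene and deposited FPKM, a value scaled by the length of the gene and by a library size. The size that FPKM implies was 0.9673 to 1.046 times the sum of the rebuilt reads, so it is not that sum itself. The values cover 55662 features, of which 50466 are annotated and 5196 were assembled by the authors, and 15480 features were at 0 in all 18 libraries. Read counts were rebuilt from FPKM and gene length, and 100% of the rebuilt values came out whole. They summed to between 30104559 and 43430178 reads per library (median 34826497), which is 66.75% to 75.54% of the mapped reads that Table S3 lists for each library.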

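Rebuilt reads under CT ran from 30104559 to 36144881 in WT (median 33826588) and from 33899657 to 36885411 in *zmccd8* (median 34421030). Under 0N the ranges were 35231964 to 35998599 in WT (median 35502056) and 31366021 to 33532649 in *zmccd8* (median 32110562), and under WS 32115688 to 43430178 in WT (median 36863443) and 33055703 to 40417808 in *zmccd8* (median 35253225). For every comparison, the 27531 genes with at least 1 FPKM in at least 3 of the 18 libraries were kept and taken as log2(FPKM + 1). Groups were compared with limma, a linear model whose variances are moderated across genes, in two-sided tests with Benjamini-Hochberg adjustment. A gene was called where the adjusted p was 0.05 or less and the absolute log2 difference was 1 or more, which are the paper's thresholds. Each comparison of 3 libraries with 3 was fitted on its own 6 libraries, and an interaction on its 12. The pseudocount of 1 makes the log2 differences of genes near or under 1 FPKM smaller than ratios of FPKM would be. For a single gene outside such a model, the smallest exact p that 3 libraries against 3 allow is 0.1.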

The diverging expression patterns of the selected genes prompted us to adopt a broader untargeted approach to investigate molecular changes occurring in response to different stresses in the two genotypes. 

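*ZmCCD8* (Zm00001eb153000) lies on the minus strand of chromosome 3, from 202178668 to 202182189. Its FPKM in WT roots was 6.24 ± 2.33 (SD, n = 3) under CT, 60.9 ± 11.8 under 0N and 9.58 ± 0.962 under WS. In *zmccd8* roots it was 10.1 ± 5.72, 15.4 ± 5.23 and 23.3 ± 4.72, and no *zmccd8* library was under 5.63. These values count reads over the whole gene, so they do not show on which side of the insertion the reads lie. From CT to 0N the gene rose in WT by a log2 difference of 3.13 (SE 0.26, adjusted p = 0.00482, limma with Benjamini-Hochberg adjustment), against 0.62 in *zmccd8* (SE 0.41, adjusted p = 0.286). The interaction between genotype and treatment, −2.50 (SE 0.52), had an adjusted p of 0.161. Between genotypes the log2 difference of *zmccd8* from WT was 0.55 under CT (SE 0.39, adjusted p = 0.851), −1.95 under 0N (SE 0.28, adjusted p = 0.0235) and 1.18 under WS (SE 0.17, adjusted p = 0.0218). With 1 library left out in turn, the gene was called in 3 of 6 fits under 0N and in 1 of 6 under WS. Over the alternatives the adjusted p under 0N ran from 0.00149, in a fit of all 18 libraries, to 0.0939, with a block for the replicate number.

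**Figure D1:**
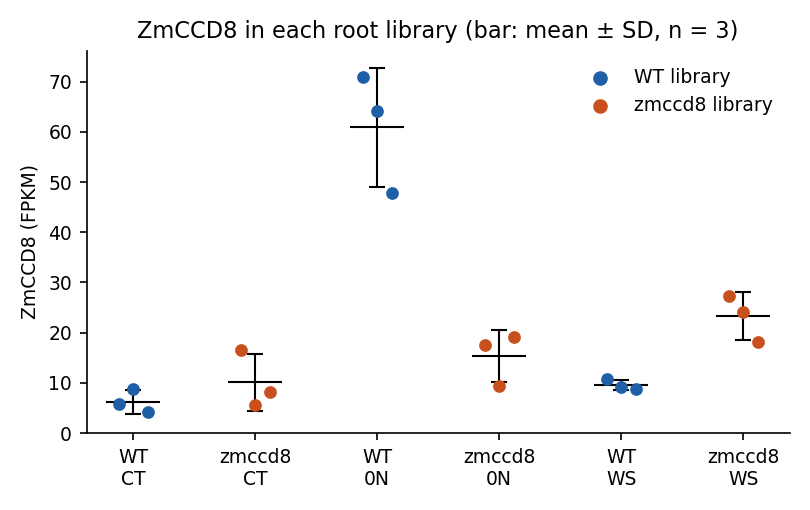
FPKM of *ZmCCD8* in each of the 18 root libraries by condition and genotype, one point per library, with the mean and SD of each group of 3. WT libraries under 0N lie between 47.8 and 70.9, above all others, and *zmccd8* libraries are above 0 in every condition.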

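Of the 13 other genes in Table S1, 12 passed the filter. The identifier given there for *GS2*, Zm00001eb432590, is annotated as a lysine-specific demethylase, so 1 of the 12 may not be the gene meant. None of the 12 was called between genotypes under CT, 0N or WS (0 in each), and 1, 3 and 5 of them had an unadjusted p under 0.05. Both thresholds were passed by 0, 1 and 1 adjusted over the list alone, and the libraries of the 2 genotypes did not overlap in 3, 3 and 5 genes, where chance gives 10%. *CCD7* (Zm00001eb074640, chromosome 2, 20885045 to 20888121) was at 9.54 ± 0.753 FPKM (SD, n = 3) in WT and 4.2 ± 1.1 in *zmccd8* under 0N, a log2 difference of −1.04 (adjusted p = 0.0565, limma). It was called in a fit of all 18 libraries (adjusted p = 0.00487) and with limma voom on the rebuilt reads (−1.20, adjusted p = 0.0415). With a block for the replicate number its adjusted p was 0.17, and it was called in 1 of 6 fits with 1 library left out. Its change from CT to 0N was 1.89 in WT (adjusted p = 0.00453) and 0.34 in *zmccd8* (adjusted p = 0.36). *LBD7* (Zm00001eb051620, chromosome 1, 261790101 to 261792236) fell by 5.26 on the log2 scale in WT from CT to 0N (adjusted p = 0.00107) and by 5.17 in *zmccd8* (adjusted p = 0.00188). *TPS6* (Zm00001eb178890, chromosome 4, 79357671 to 79361476) fell by 2.71 (adjusted p = 0.00647) and by 1.93 (adjusted p = 0.00856). *HSP101* (Zm00001eb293780, chromosome 6, 172120888 to 172124712), which overlaps other genes on both strands, rose from CT to WS by 4.48 in WT (adjusted p = 1.3e-05) and by 4.09 in *zmccd8* (adjusted p = 1.5e-05).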

To validate previous results, we verified and confirmed the correspondence between the expression profiles reported in Figure 5 and those from the RNA‐seq data. As relevant and specific effects of NS were not observed, it was excluded from these analyses, which were focused on root tissues under CT, 0N, and WS conditions. Roots were chosen because of their crucial role in nitrogen and water uptake and because they showed the most significant differences in fresh weight accumulation between genotypes. RNA sequencing generated between 46.6 and 57.7 million raw reads per root sample. The number of clean reads ranged from 43.5 to 53.7 million, with mapping rates between 96.1% and 98.6%. GC content varied from 49.7% to 54.1%. Q20 and Q30 values were above 99.1% and 96.4%, respectively (Table S3), indicating sequencing data suitable for downstream transcriptomic analysis.

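The 10 genes with the highest counts took between 2.46% and 4.32% of the rebuilt reads of a library, so no library was dominated by a few genes. Rescaling the libraries by the median of ratios gave factors between 0.995 and 1.003. Replicates of one group differed by more than counting noise, with a chi-square per degree of freedom between 25.56 and 84.14 over the pairs of replicates, and none of them were copies of each other. The GC contents that Table S3 reports are the paper's values. They run from 49.65% to 52.61% in the *zmccd8* libraries under 0N and from 52.01% to 54.12% in the other 5 groups.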

Principal Component Analysis (PCA) was performed on WT and *zmccd8* samples across the three conditions. The first and second principal components explained 47.99% and 18.50% of the variance, respectively. 

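Over the 27531 filtered genes, centred and not scaled, the first component held 49.53% of the variance of log2(FPKM + 1), the second 19.04% and the third 8.58%. The choice of genes moved these shares most: with only the 500 genes of largest variance, the first component held 73.69% and the second 11.05%. Without the genes of chromosome 3 the shares were 50.58% and 19.42%.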

The analysis revealed that WS (triangles) caused the largest separation from control samples (dots), with data shifting primarily along the first component. In contrast, differences due to 0N (squares) were milder but more genotype‐specific, as WT and *zmccd8* samples formed two clearly separated groups (Figure 6A).

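Scores on the first component ran from 92.37 to 102.8 in the 6 libraries under WS and from −58.11 to −37.01 in the 12 libraries under CT and 0N. Over all filtered genes, the mean Euclidean distance between WT libraries under CT and under WS was 173, against 75.6 between replicates of these groups. In *zmccd8* the corresponding distances were 166 and 69.9. Between CT and 0N they were 115 and 77.1 in WT, and 129 and 79.6 in *zmccd8*.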

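Under 0N, scores on the second component were 15.6, 7.63 and 39.9 in WT and 61.1, 105.1 and 45.0 in *zmccd8*. On the third component they were −54.1, −58.4 and −43.5 in WT and 34.1, 32.01 and 5.37 in *zmccd8*, so the genotypes did not overlap on either component. With 3 libraries in each group, such a separation has an exact p of 0.1 at the least. Under CT the second component did not part the genotypes, with −45.2, −37.5 and −64.6 in WT and −47.8, −14.3 and −53.3 in *zmccd8*. The third component parted them in the other conditions as well, with −11.1, −2.21 and 8.75 in WT and 21.2, 31.6 and 33.1 in *zmccd8* under CT, and −13.2, −23.2 and −5.97 in WT and 18.1, 14.1 and 13.3 in *zmccd8* under WS. The mean distance between genotypes was 1.41 times that between replicates under 0N, 1.23 times under WS and 1.15 times under CT. Single distances between genotypes under 0N ran from 83.2 to 152 and those between replicates from 67.1 to 96.0, so the ranges overlapped.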

**FIGURE 6:**
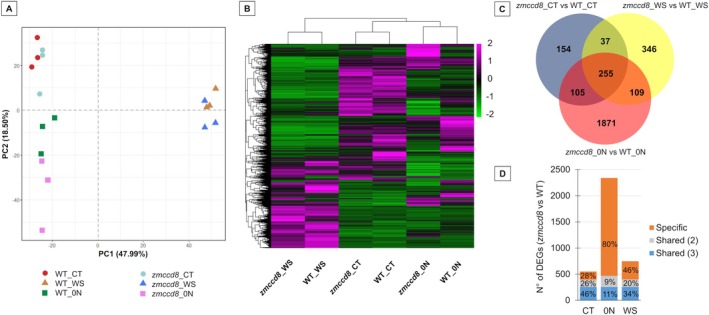
(A) Principal component analysis of gene expression values (FPKM) showing the global transcriptional variance across all samples. (B) Heatmap of differentially expressed genes between the two genotypes displaying the clustering of samples based on $\log_{2}\left(\text{FPKM}+1\right)$ values under CT, 0N, and WS conditions. (C) Venn diagram representing the distribution of differentially expressed genes (DEGs) between the two genotypes across the three conditions. (D) Histogram classifying DEGs as condition‐specific, shared between two conditions, or common to all three treatments.

Additional evidence consistent with the PCA results was obtained from the expression heatmap of differentially expressed genes (DEGs) (Figure 6B). WS induced the largest differences in gene expression compared to control, with most DEGs showing almost opposite patterns between stressed and control conditions, but with the two genotypes displaying similar responses. By contrast, under 0N, the overall response was milder, but marked differences emerged between genotypes, with distinct groups of genes showing opposite expression patterns in WT and *zmccd8* (Figure 6B). These findings support the previously hypothesized role of SLs in regulating the overall maize response to nitrogen deficiency and highlight the specificity of their involvement in adaptation to N starvation rather than in water stress tolerance.

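Against CT, 4893 genes were called under WS in WT (2039 higher and 2854 lower) and 4565 in *zmccd8* (1717 higher and 2848 lower). Both lists shared 3459 genes, and all 3459 changed in the same direction. Across the 27531 genes, the log2 changes of both genotypes had a Pearson correlation of 0.916 and a Spearman correlation of 0.85, computed across genes, which are not independent replicates. The slope of the *zmccd8* change on the WT change was 0.881. Of the 4893 genes called in WT, 4850 (99.1%) changed in the same direction in *zmccd8*, at a median of 0.891 times the WT change. The threshold on the log2 difference moved the counts most, since the adjusted p alone called 10406 genes in WT and 10103 in *zmccd8*.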

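From CT to 0N, 1311 genes were called in WT (535 higher and 776 lower) and 2029 in *zmccd8* (480 higher and 1549 lower). These counts moved with single libraries left out, and a fit with 1 library fewer can call fewer genes for that reason alone. The WT count ran from 326, without WT replicate 1 under 0N, to 1147, without WT replicate 2 under CT. In *zmccd8* it was 119 and 173 without replicates 3 and 1 under CT, and 189 without replicate 1 under 0N. It rose to 2697 without *zmccd8* replicate 2 under CT and to 2707 without replicate 3 under 0N. The lists shared 520 genes, of which 519 changed in the same direction. Across all filtered genes, the correlation between the changes of both genotypes was 0.616 (Spearman 0.549) and the slope of *zmccd8* on WT was 0.723. Of the 1311 genes called in WT, 1228 (93.7%) changed in the same direction in *zmccd8*, at a median of 0.705 times the WT change. Genes picked for a large WT change tend to change less in *zmccd8* by that choice alone, as also for the 0.891 under WS. Over all filtered genes the 0N changes had an SD of 0.58 in WT and 0.681 in *zmccd8*, and the slope of WT on *zmccd8* was 0.525. The ratio of 0.705 therefore does not show a weaker response in *zmccd8*. Both correlations use separate control libraries for each genotype.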

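The difference between the responses of the genotypes was tested as an interaction in limma. From CT to 0N it called 0 of the 27531 genes, while 4804 had an unadjusted p under 0.05, where chance gives 1377. From CT to WS it called 6 genes (3 higher and 3 lower), with 2185 genes at an unadjusted p under 0.05. Leaving out *zmccd8* replicate 3 under 0N moved the count under 0N most, to 134. With all libraries kept, a fit of the 18 together called 19 genes under 0N and 17 under WS. Among the 433 genes called between genotypes under 0N, 231 (53.3%) had an unadjusted interaction p under 0.05, as did 99 of the 248 genes (39.9%) called under WS. These shares come from genes picked for a genotype difference in the same libraries. From the milder response to 0N with marked differences between genotypes, beside the similar responses of both genotypes to WS, the paper finds backing for the role of SLs that it had hypothesized in the overall maize response to nitrogen deficiency. It points to an involvement specific to adaptation to N starvation rather than to tolerance of water stress.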

Venn diagrams of DEGs further illustrate genotype‐specific responses under the three conditions (Figure 6C). Under control (blue circle), 551 DEGs were detected, of which 154 (28%) were specific for the CT condition (Figure 6D), while the remaining overlapped with those observed in WS, 0N, or both (37, 105, and 255 DEGs, respectively). 

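Under CT, 230 of the 27531 genes were called between genotypes, 120 higher and 110 lower in *zmccd8*, and 2033 genes had an unadjusted p under 0.05. Of the 230, 108 are transcripts assembled by the authors. Leaving out the genes of chromosome 3 moved this count most, to 76. With 1 library left out in turn it ran from 131, without WT replicate 1, to 178, without *zmccd8* replicate 2. The 53 genes called only under CT made up 23.0% of the 230. Another 12 were shared with WS alone, 39 with 0N alone and 126 with both. The largest differences were between expression and its near absence. Zm00001eb153400 (chromosome 3, 203707406 to 203709444), annotated as a long chain acyl-CoA synthetase, was at 124 ± 7.23 FPKM (SD, n = 3) in WT and 0.0841 ± 0.146 in *zmccd8*. Zm00001eb281930 (chromosome 6, 134427234 to 134427941), annotated as a phosphoglycerate mutase, was at 0.310 ± 0.227 FPKM in WT and 75.8 ± 11.4 in *zmccd8*.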

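The comparison of genotypes under WS called 248 genes, 134 higher and 114 lower in *zmccd8*, with 3719 genes at an unadjusted p under 0.05. Of these 248, 105 are transcripts assembled by the authors. A single library left out gave between 152 genes, without WT replicate 1, and 233, without WT replicate 2. Among the 248, 80 genes (32.3%) were called under WS alone, 138 were also called under CT and 156 also under 0N. Zm00001eb152780 (chromosome 3, 201217389 to 201219198) had the largest difference, at 122 ± 6.50 FPKM (SD, n = 3) in WT and listed at 0 in all 3 *zmccd8* libraries.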

Under WS (yellow circle), 747 DEGs were identified, 346 (46%) being specific to WS (Figure 6D), 364 overlapping with those detected in the case of nitrogen response, and 292 being already differentially expressed in the CT conditions. 

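In the comparison of genotypes under 0N, 433 genes were called, 188 higher and 245 lower in *zmccd8*, and 7383 genes had an unadjusted p under 0.05. Of these calls, 145 lower and 41 higher ones lie on chromosome 3. Which direction prevails depends on the setting: with the genes of that chromosome left out, 114 were higher and 46 lower, with a mean of at least 5 FPKM 45 were higher and 139 lower, and with the replicate block 76 were higher and 55 lower. A fit of all 18 libraries, which shares its variance estimates among the groups, called 1443 genes, 484 higher and 959 lower, with 425 of them among the 433 and 1141 outside chromosome 3. The size of the count moved with single libraries: it was 171 without WT replicate 1 and 984 without *zmccd8* replicate 3. With any other library of the comparison left out it was between 214 and 284. A lower count with 1 library fewer can come from the smaller fit alone. The count under 0N was higher than those under CT and WS in each alternative that keeps all libraries except the replicate block, which called 131 genes under 0N, 158 under CT and 268 under WS.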

Under 0N (red circle), 2340 DEGs were detected, approximately three times the number observed under WS. Of these, 1871 (80%) were specific to the response to 0N (Figure 6D), more than fivefold higher than those observed for the WS response. 

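The 238 genes called only under 0N made up 55.0% of the 433, and 55 of them are transcripts assembled by the authors. This count was 36 without WT replicate 1 under 0N, when, with all libraries of CT and WS kept, 69 genes were called only under CT and 100 only under WS, and 776 without *zmccd8* replicate 3 under 0N. A gene counted as specific to one condition passed the thresholds in that condition and missed them in the other two, which does not test whether the genotype difference itself depends on the condition.

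**Figure D2:**
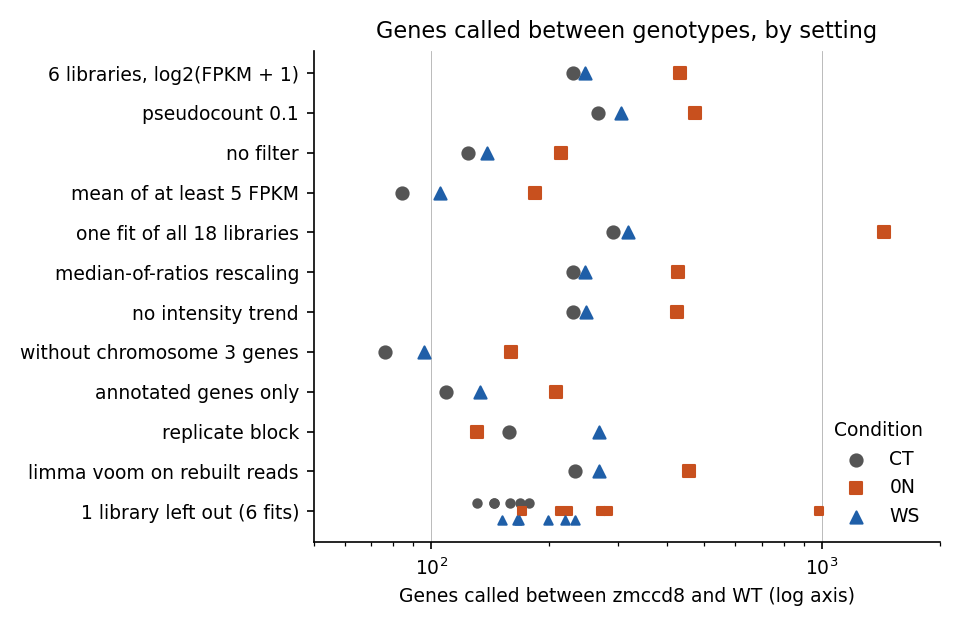
Number of genes called between genotypes under CT, 0N and WS (log axis) in the main setting, under each alternative, and with each library of a comparison left out. The count under 0N, 433 in the main setting, spans 131 to 1443 over the alternatives and 171 to 984 over the fits that leave out 1 library.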

The remaining DEGs overlapped with those already detected in CT conditions (360) or in the WS response (364). 

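Calls under 0N and under WS shared 156 genes, where independent lists of these sizes would share 3.9 (Fisher's exact test, one-sided, p = 2e-226), and 155 of them differed in the same direction. Of the 156, 126 were also called under CT, all in the same direction, and 30 were not. By the same exact test, the overlap of CT with 0N was 165 genes (3.62 by chance, p = 8.1e-256) and that of CT with WS 138 genes (2.07 by chance, p = 5.8e-238). The 3 comparisons share no library. Genes of chromosome 3 made up 77 of the 126 (61.1%), and 68 of the 126 are transcripts assembled by the authors.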

Among genes shared between responses to 0N and to WS, some were also in common with CT (255), while others (109) may represent general stress‐response genes in maize roots (Figure 6C). These results confirm that the two genotypes exhibit distinct transcriptional responses to both stresses, with much stronger divergence between them under 0N than WS.

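The genotype calls were unevenly spread over the genome. Chromosome 3, which carries *ZmCCD8*, holds 2975 of the 27531 filtered genes (10.8%), but 132 of the 230 calls under CT (57.4%), 186 of the 433 under 0N (43.0%) and 136 of the 248 under WS (54.8%). Fisher's exact tests, two-sided, gave p = 3.4e-67, 3.2e-67 and 8.5e-66. Most of these calls lay between 140 and 210 Mb, with 128, 165 and 126 calls among 1129 filtered genes, or 11.3%, 14.6% and 11.2% of the genes of that segment. Outside chromosome 3, 0.399%, 1.01% and 0.456% of the genes were called. There, 98 genes were called under CT, 247 under 0N and 112 under WS, of which 34, 129 and 45 are annotated genes. On chromosome 3 most calls were lower in *zmccd8*, 92 against 40 higher under CT, 145 against 41 under 0N and 91 against 45 under WS. With its genes left out of the test most were higher, 64 against 12, 114 against 46 and 79 against 17. This does not hold in each setting, since in a fit of all 18 libraries 959 of the 1443 calls under 0N were lower and 1141 lay outside chromosome 3. The share on chromosome 3 under 0N moved most in a fit of all 18 libraries (20.9%) and among annotated genes only (59.3%). Of the 17381 genes with at least 2 FPKM in every WT library, 22 were under 0.2 FPKM in every *zmccd8* library, and all 22 lie on chromosome 3 between 153571278 and 208165819.

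**Figure D3:**
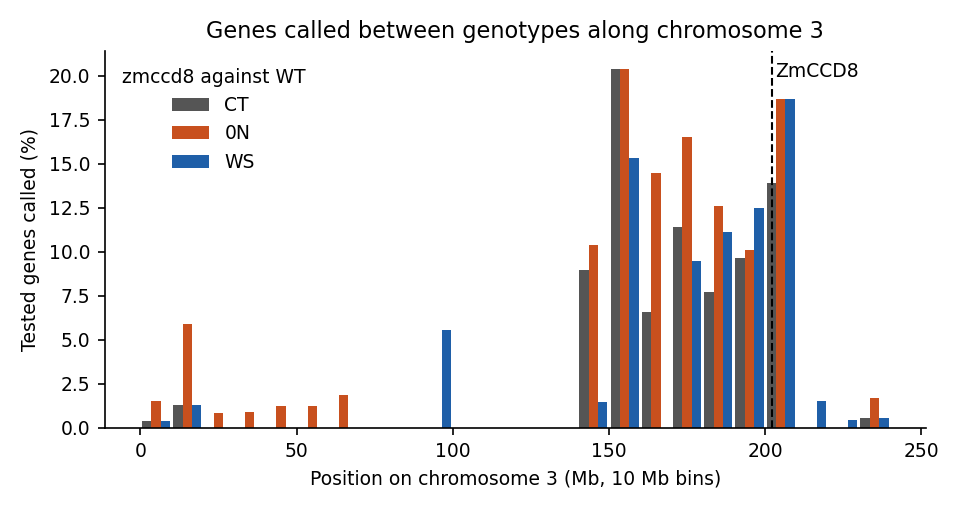
Percent of the filtered genes of each 10 Mb bin of chromosome 3 that were called between genotypes under CT, 0N and WS, with a dashed line at *ZmCCD8*. Calls crowd between 140 and 210 Mb, and the bins between 100 and 140 Mb hold none.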

### 3.6 Functional Enrichment Analysis

To explore the functional roles of DEGs (Table S4) under the three conditions, KEGG (Figure 7; Table S5) and GO (Figure S2; Table S7) enrichment analyses were performed. As the results were largely concordant, we focused on KEGG. Enrichment results comparing the two genotypes across conditions are described below. 

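For 4 pathways under CT, Table S5 lists genes that the study picked from these same libraries, so neither counts adjusted over the list alone nor counts of genes without overlap between the genotypes are independent evidence. Of 12 genes listed for photosynthesis-antenna proteins, 7 passed the filter. All 7 were lower in *zmccd8* (median log2 difference −1.49, range −2.23 to −1.01), with groups that did not overlap, as 10% of genes do by chance where they are not picked for a difference. All 7 passed adjusted over the list alone and 1 over all genes tested (limma, Benjamini-Hochberg). For photosynthesis, 10 of 12 genes were tested, all 10 were lower (median −1.43), 10 passed adjusted over the list alone and 2 over all genes. These 3 genes, named after their values were seen, are Zm00001eb357740, a chlorophyll a-b binding protein gene (chromosome 8, 145361919 to 145363156) at 4.87 ± 3.17 FPKM (SD, n = 3) in WT and 0.157 ± 0.164 in *zmccd8* (adjusted p = 0.0385), Zm00001eb405610, a ferredoxin-NADP reductase gene (chromosome 10, 2239141 to 2239622) at 5.36 ± 2.55 in WT and listed at 0 in *zmccd8*, and Zm00001eb101660, a photosystem I subunit gene (chromosome 2, 194445540 to 194446451) at 8.80 ± 2.09 and 2.97 ± 0.211 (adjusted p = 0.0318). A fit of all 18 libraries moved these counts most, to 3 and 6. With 1 library left out they ran from 0 to 2 and from 0 to 3.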

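Among the 5 genes listed for nitrogen metabolism under CT, 4 were tested, 2 lower and 2 higher in *zmccd8*. Of the 4, 4 passed adjusted over the list alone and 3 over all genes. Without *zmccd8* replicate 3 the latter count was 0. Of the 3 called, named after their values were seen, 2 are overlapping transcripts of the locus Zm00001eb152190, annotated as a putative formamidase in the 140 to 210 Mb segment of chromosome 3 (199451161 to 199458291), and were lower. The third is a transcript the authors assembled on chromosome 8 (73135478 to 73140095), at 0.576 ± 0.598 FPKM (SD, n = 3) in WT and 5.46 ± 0.564 in *zmccd8*. For carbon metabolism, 10 of 12 genes were tested, 5 lower and 5 higher, with a median log2 difference of −0.03 and a range of −1.74 to 5.88. Here 10 passed adjusted over the list alone and 6 over all genes, 4 of them higher in *zmccd8*. The count of 6 ran from 3 to 7 with 1 library left out, and from 2 to 6 over the alternatives. The median of the nitrogen genes was 1.56 without chromosome 3 genes and 1.01 without a filter, and that of the carbon genes 4.91 over genes with a mean of at least 5 FPKM, so the sign of either median depends on the genes taken.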

Under CT, the most significantly enriched pathways were *photosynthesis, photosynthesis–antenna proteins*, *nitrogen* and *carbon metabolism*, all of which showed lower expression levels in *zmccd8* compared to WT (Figure 7A). Under WS, several pathways were significantly enriched; nevertheless, genes included in each pathway did not follow a consistent expression pattern, with some showing higher expression in the WT and others in the *zmccd8*. These pathways included *nitrogen metabolism*, *cyanoamino acid metabolism*, *glyoxylate and dicarboxylate metabolism*, and *biosynthesis of plant secondary metabolites* (Figure 7C). 

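All 6 genes that Table S5 lists for nitrogen metabolism under WS were tested, 2 lower and 4 higher in *zmccd8*, with log2 differences from −2.04 to 1.1 (median 0.87). Both lower ones, the overlapping formamidase transcripts of Zm00001eb152190 in the chromosome 3 segment, passed over all genes. The count passing over all genes, 2, ran from 1 to 3 with 1 library left out and from 0 to 2 over the alternatives. In all, 4 of 6 passed adjusted over the list alone, which is not independent evidence for a list picked from these libraries. Of the 6 genes listed for plant secondary metabolites, 5 were tested, 3 lower and 2 higher, and 1 was called (0 to 2 with 1 library left out). The median of these 5, −1.17, was 0.06 over genes with a mean of at least 5 FPKM. Groups did not overlap in 6 of 6 nitrogen genes and in 4 of 5 secondary metabolite genes, where chance gives 10% among genes not picked for a difference.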

Within the latter, two *ZmNAS* genes (*NAS6* and *NAS2*) were more highly expressed in the WT genotype, whereas one *ZmNAS* (*NAS5*) and one gene involved in mugineic acid biosynthesis showed higher expression in *zmccd8* (Table S5). 

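Table S5 lists 3 nicotianamine synthase genes under WS. Zm00001eb331330 (chromosome 7, 183400681 to 183402527) was at 35.5 ± 6.94 FPKM (SD, n = 3) in WT and 89.4 ± 16.5 in *zmccd8*, a log2 difference of 1.31 (SE 0.18, adjusted p = 0.0206, limma). It was called in 1 of the 6 fits that each left out 1 library. Zm00001eb014700 (chromosome 1, 49167571 to 49169813) was lower in *zmccd8*, at 2.06 ± 1.29 and 0.271 ± 0.127 FPKM, a log2 difference of −1.17 (SE 0.32, adjusted p = 0.196), and so was Zm00001eb396110 (chromosome 9, 141355112 to 141356377), at 2.45 ± 2.33 and 0.233 ± 0.13 FPKM (−1.22, SE 0.51, adjusted p = 0.369). Their WT values under CT were 137 ± 120 and 248 ± 193 FPKM, and both fell from CT to WS in WT by more than the genotypes differed, by 5.01 (adjusted p = 0.00557) and 5.99 (adjusted p = 0.00297) on the log2 scale. Zm00001eb137930 (chromosome 3, 136294078 to 136295771, overlapping another gene), annotated as a 2'-deoxymugineic-acid 2'-dioxygenase, was at 8.58 ± 2.11 and 22.8 ± 7.60 FPKM (1.28, SE 0.27, adjusted p = 0.102, and 0.0334 to 0.245 over the alternatives).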

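Of the 7 starch and sucrose genes in Table 1A, 6 passed the filter and all 6 were lower in *zmccd8* under WS, with log2 differences from −1.71 to −0.71 (median −0.88). None was called over all genes tested (0), 6 had an unadjusted p under 0.05 and 2 passed adjusted over the list alone, a list picked from these libraries and so not independent evidence. The genotypes did not overlap in 6 of the 6, where chance gives 10% among genes not picked for a difference. In a fit of all 18 libraries, 2 were called. *ZmBGLU15* (Zm00001eb334460, chromosome 8, 8716609 to 8719613, overlapping another gene) was at 11.5 ± 2.62 FPKM (SD, n = 3) in WT and 2.96 ± 1.65 in *zmccd8* (log2 difference −1.71, SE 0.30, adjusted p = 0.0603, limma). *ZmTRPP1* (Zm00001eb042260, chromosome 1, 222675797 to 222678802, overlapping another gene) was at 2.75 ± 1.13 and 0.974 ± 0.0716 FPKM (−0.87, SE 0.25, adjusted p = 0.209). *ZmDHR2* (Zm00001eb138340, chromosome 3, 138185404 to 138189381) was below the filter, at a mean of 0.189 FPKM in WT and listed at 0 in *zmccd8*.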

Interestingly, the *starch and sucrose metabolism* pathway, although not significantly enriched, comprised several genes all downregulated in *zmccd8* compared with WT (Table 1A).

**FIGURE 7:**
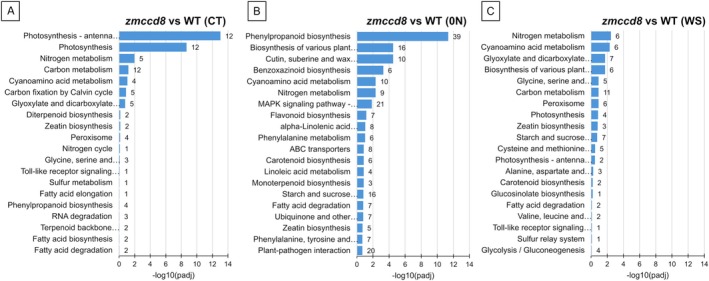
Top 20 enriched KEGG pathways and their significance levels, expressed as –log_10_(padj), under the three experimental conditions: Control (A), nitrogen deficiency (B), and water stress (C). Values next to each bar indicate the number of genes annotated to the corresponding KEGG pathway.

**TABLE 1:** (A) Genes involved in starch and sucrose metabolism that were differentially expressed between the two genotypes under water stress. (B) Differential expression of maize nitrogen transporter genes between *zmccd8* and WT under the three experimental conditions.

A			
Description	Name	Gene ID	WS
			Log_2_FC
Starch and sucrose metabolism	*ZmDHR2*	Zm00001eb138340	−6.3
	*ZmBGLU15*	Zm00001eb334460	−1.9
	*ZmTRPP1*	Zm00001eb042260	−1.5
	*ZmTPS10*	Zm00001eb192680	−1.1
	*ZmBT2*	Zm00001eb176800	−1.1
	*ZmTPS6*	Zm00001eb178890	−1.0
	*ZmCEL19*	Zm00001eb350640	−1.0

B					
Description	Name	Gene ID	0N	WS	CT
			Log_2_FC	Log_2_FC	Log_2_FC
Nitrate Transporter 1/Peptide Transporter Family	*ZmNPF1.1*	Zm00001eb152400	ns	2.5	ns
	*ZmNPF2.1*	Zm00001eb033080	−1.3	ns	ns
	*ZmNPF3.1*	Zm00001eb380020	−1.3	−1.1	ns
	*ZmNPF3.2*	Zm00001eb287980	ns	−1.0	ns
	*ZmNPF4.2*	Zm00001eb082170	−1.0	ns	ns
	*ZmNPF5.1*	Zm00001eb003170	−1.2	ns	ns
	*ZmNPF5.6*	Zm00001eb211600	−1.6	−1.8	−1.1
	*ZmNPF6.2*	Zm00001eb162570	ns	−2.5	ns
	*ZmNPF6.6*	Zm00001eb023600	−1.8	ns	ns
	*ZmNPF6.8*	Zm00001eb245250	ns	−1.5	ns
	*ZmNPF7.10*	Zm00001eb251130	−3.3	ns	ns
	*ZmNPF8.1*	Zm00001eb335710	−0.9	ns	ns
	*ZmNPF8.2*	Zm00001eb144350	ns	2.4	1.9
	*ZmNPF8.16*	Zm00001eb025880	−1.1	ns	ns
High‐affinity nitrate transporter	*ZmNRT2.5*	Zm00001eb361110	ns	1.2	ns
Ammonium transporter	*ZmAMT2.1*	Zm00001eb289990	−0.9	ns	ns
	*ZmAMT3.1*	Zm00001eb366590	−1.8	ns	ns
	*ZmAMT3.2*	Zm00001eb063910	−1.1	ns	ns

The 0N condition showed the most significantly enriched pathways and the largest genotype differences (Figure 7B; Table S5). 

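Of 39 phenylpropanoid genes in Table S5 for 0N, 25 were analysed here, all 25 lower in *zmccd8* (median log2 difference −1.28, range −2.24 to −0.86). Both thresholds were met by 20 adjusted over the list alone, which is not independent evidence for genes picked from these libraries. Over all genes tested 1 passed, the peroxidase gene Zm00001eb393680 (chromosome 9, 131152014 to 131153679), named after its values were seen, at 1.98 ± 0.0708 FPKM (SD, n = 3) in WT and 0.259 ± 0.00408 in *zmccd8* (adjusted p = 0.00494, limma). No overlap between the genotypes was seen in 24 of the 25, where chance gives 10% among genes not picked for a difference. The count moved most in a fit of all 18 libraries, to 18, and without *zmccd8* replicate 3 it was 5. All 6 *PAL* genes were lower, with log2 differences from −2.24 to −1.07. None was called (0), 6 had an unadjusted p under 0.05, 6 passed adjusted over the list alone and 6 were called in the fit of all 18 libraries. Zm00001eb050970 (chromosome 1, 259622634 to 259625237), the *PAL* gene with the largest difference, was at 10.1 ± 6.43 FPKM in WT and 1.18 ± 0.688 in *zmccd8* (adjusted p = 0.0575). The median change of the 6 genes from CT to 0N was 0.14 in WT and −1.18 in *zmccd8*.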

The *phenylpropanoid biosynthesis* pathway showed reduced transcriptional activity in the mutant, with six genes encoding phenylalanine ammonia‐lyase (PAL) exhibiting lower expression compared to WT. 

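For nitrogen metabolism under 0N, all 9 genes of Table S5 were tested, 7 lower and 2 higher in *zmccd8* (median log2 difference −0.82, range −2.25 to 1.87), and in 9 of 9 the genotypes did not overlap, where chance gives 10% among genes not picked for a difference. Of the 9, 4 passed adjusted over the list alone, not independent evidence since the list was picked from these libraries, and 2 passed over all genes. Both are the formamidase transcripts of Zm00001eb152190 in the chromosome 3 segment. The nitrate reductase gene Zm00001eb245550 (chromosome 5, 182263700 to 182266953) was at 0.58 ± 0.236 FPKM (SD, n = 3) in WT and 0.075 ± 0.0229 in *zmccd8*, a log2 difference of −0.54 (SE 0.14, adjusted p = 0.0984, limma). With a pseudocount of 1 and this WT mean, its difference could not reach the threshold of 1, so a call was ruled out beforehand. Its log2 ratio of mean FPKM, chosen after the values were seen, was −2.95. The deposited annotation has 1 nitrate and 2 nitrite reductase genes in this list, where the paper's text has 2 and 1. By that annotation, the nitrite reductase genes Zm00001eb255880 (chromosome 5, 218273575 to 218276600) and Zm00001eb193660 (chromosome 4, 183572540 to 183576081) were at 2.52 ± 1.04 and 4.82 ± 2.61 FPKM in WT and at 0.932 ± 0.158 and 2.05 ± 0.163 in *zmccd8* (−0.82, adjusted p = 0.125, and −0.85, adjusted p = 0.153). Under CT these 2 genes were at 37.7 ± 10.7 and 24.5 ± 4.06 FPKM in WT.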

The *nitrogen metabolism* pathway was enriched, with two nitrate reductase genes and one nitrite reductase gene expressed lower in the mutant. 

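All 6 carotenoid biosynthesis genes of Table S5 were lower in *zmccd8* under 0N (median log2 difference −1.01). Of these, 2 were called over all genes: *ZmCCD8* itself, and Zm00001eb114610 (chromosome 2, 233979183 to 233983258), annotated as the beta-carotene isomerase D27 and named after its values were seen, at 22.3 ± 4.96 FPKM (SD, n = 3) in WT and 8.95 ± 1.3 in *zmccd8* (log2 difference −1.21, SE 0.20, adjusted p = 0.0354, limma). Of the 6, 3 passed adjusted over the list alone, which is not independent evidence for a list picked from these libraries, and the genotypes did not overlap in 5 of the 6, where chance gives 10% among genes not picked for a difference. With limma voom on the rebuilt reads 4 were called, and without WT replicate 1 the count was 0. The 8 ABC transporter genes were all tested, 7 lower and 1 higher (median −0.76). The higher one was the only one called, Zm00001eb310230, annotated as ABC transporter G family member 53 (chromosome 7, 96457413 to 96468149), at 6.57 ± 0.711 FPKM in WT and 19 ± 1.84 in *zmccd8* (log2 difference 1.41, SE 0.14, adjusted p = 0.00472). Adjusted over the list alone 3 of the 8 passed, and in 7 the genotypes did not overlap.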

*Carotenoid biosynthesis*, including ABA and SL‐related genes, was enriched in WT, as was the *ABC transporter group*: two ABCB and five ABCG genes were higher in WT, while only one ABCG gene was higher in *zmccd8*. The *MAPK signaling* pathway was enriched under nitrogen deficiency, encompassing transcripts involved in MAPK, ABA, ROS, and Ca^2+^ signaling, key components of plant stress responses (Suzuki et al. 2013; Dubiella et al. 2013). Most of these genes exhibited higher expression levels in the WT than in the *zmccd8* mutant. 

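All 21 MAPK signaling genes of Table S5 were tested, 20 lower and 1 higher in *zmccd8* under 0N, with log2 differences from −2.40 to 0.97 (median −1.00). The genotypes did not overlap in 20 of the 21, where chance gives 10% among genes not picked for a difference. Adjusted over the list alone 10 passed, not independent evidence for a list picked from these libraries, and 3 passed over all genes. The 3, named after their values were seen, are calcium-binding protein genes: Zm00001eb150260, in the chromosome 3 segment (192261109 to 192264979), at 146 ± 28.9 FPKM (SD, n = 3) in WT and 27.1 ± 7.60 in *zmccd8* (adjusted p = 0.00554, limma), Zm00001eb352340 (chromosome 8, 122661305 to 122662304) at 14.4 ± 1.97 and 4.9 ± 1.1 FPKM (adjusted p = 0.018), and Zm00001eb395970 (chromosome 9, 140715410 to 140716404) at 24.6 ± 3.06 and 9.86 ± 2.81 FPKM (adjusted p = 0.0336). The fit of all 18 libraries called 9, and leaving out 1 library gave between 1 and 8, the highest without *zmccd8* replicate 3 and the lowest without WT replicate 1.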

Other pathways enriched under nitrogen deficiency included *cutin*, *suberin*, and *wax biosynthesis*, *secondary metabolite biosynthesis*, *cyanoamino acid metabolism*, and *benzoxazinoid biosynthesis* (Figure 7B), with most associated genes expressed showing lower expression in *zmccd8* than in WT. 

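Of the 10 genes listed for cutin, suberin and wax biosynthesis, 8 were tested and 8 were lower in *zmccd8* (median log2 difference −1.18). None was called over all genes (0), 7 had an unadjusted p under 0.05, 5 passed adjusted over the list alone and in 5 the genotypes did not overlap. For benzoxazinoid biosynthesis, 5 of 6 genes were tested, all 5 lower (median −1.60), with 4 adjusted over the list alone and 1 over all genes (0 to 3 with 1 library left out). That gene, Zm00001eb165560 (chromosome 4, 3890323 to 3892942), a 3-hydroxyindolin-2-one monooxygenase gene, was at 7.94 ± 2.18 FPKM (SD, n = 3) in WT and 1.48 ± 0.87 in *zmccd8* (adjusted p = 0.0442, limma). For cyanoamino acid metabolism, 9 of 10 genes were tested, 6 lower and 3 higher (median −0.83), with 6 adjusted over the list alone and 3 over all genes. These 3 are the pair of formamidase transcripts of Zm00001eb152190 in the chromosome 3 segment and the beta-glucosidase gene Zm00001eb384110 (chromosome 9, 74125267 to 74128130, overlapping another gene) at 18.1 ± 2.22 and 6.04 ± 0.63 FPKM (adjusted p = 0.00552). The called genes are named after their values were seen, and counts over lists picked from these libraries are not independent evidence. The genotypes did not overlap in 5 of 5 benzoxazinoid and 9 of 9 cyanoamino acid genes, where chance gives 10% among genes not picked for a difference.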

To deepen the putative involvement of SLs on nitrogen uptake, transcripts encoding nitrate or ammonium transporters (Jia et al. 2023) were searched among the DEGs (Table 1B). Nine genes encoding *NITRATE TRANSPORTER 1/PEPTIDE TRANSPORTER FAMILY (NPF)* genes and three encoding ammonium transporters (*AMT*) were significantly more expressed in WT in response to nitrogen deprivation.

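The 9 *NPF* genes with a 0N value in Table 1B were all tested and all lower in *zmccd8*, with log2 differences from −2.18 to −0.67 (median −1.02). Over all genes 1 was called, 9 had an unadjusted p under 0.05, and 5 passed adjusted over the list alone, which is not independent evidence since the table was drawn from these libraries. Groups without overlap were found in 8 of the 9, where chance gives 10% among genes not picked for a difference, and a fit of all 18 libraries called 5. The called gene, *ZmNPF7.10* (Zm00001eb251130, chromosome 5, 206116743 to 206122215, overlapping another gene), was at 6.52 ± 1.51 FPKM (SD, n = 3) in WT and 0.652 ± 0.231 in *zmccd8* (log2 difference −2.18, SE 0.21, adjusted p = 0.00502, limma) and was called in each of the 6 fits that left out 1 library. *ZmNPF6.6* (Zm00001eb023600, chromosome 1, 94079628 to 94083971) was at 6.30 ± 4.08 and 1.76 ± 0.494 FPKM (adjusted p = 0.136), after 33.2 ± 12 in WT under CT. Of the 3 *AMT* genes, 2 passed the filter and both were lower. None was called (0), 2 had an unadjusted p under 0.05 and 1 passed adjusted over the list alone. *ZmAMT3.2* (Zm00001eb063910, chromosome 1, 303643796 to 303646369, overlapping other genes) was at 31.6 ± 5.39 and 14.3 ± 5.4 FPKM (−1.13, SE 0.26, adjusted p = 0.081) and *ZmAMT2.1* (Zm00001eb289990, chromosome 6, 163680754 to 163683707) at 22.8 ± 4.76 and 12.5 ± 3.55 FPKM (−0.83, SE 0.23, adjusted p = 0.109). *ZmAMT3.1* (Zm00001eb366590, chromosome 8, 172626253 to 172628459) was below the filter, at 1.23 ± 0.378 and 0.344 ± 0.05 FPKM.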

In addition, several genes involved in ethylene (ET) biosynthesis, including *SAMS*, *ACS*, and *ACO* (Aragón‐Raygoza and Strable 2025), were expressed at lower levels in the mutant than the WT in response to N deficiency. 

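Under 0N, *SAMS* (Zm00001eb130870, chromosome 3, 59444036 to 59446493) was at 318 ± 71.0 FPKM (SD, n = 3) in WT and 152 ± 45.7 in *zmccd8*, a log2 difference of −1.09 (SE 0.27, adjusted p = 0.0912, limma). *ACS* (Zm00001eb428490, chromosome 10, 138726155 to 138728831) was at 8.78 ± 7.59 and 2.10 ± 0.819 FPKM (−1.42, SE 0.51, adjusted p = 0.151). Of 2 *ACO* genes, Zm00001eb314610 (chromosome 7, 129695760 to 129697548) was called, at 15.5 ± 1.19 and 6.11 ± 1.52 FPKM (−1.24, SE 0.18, adjusted p = 0.0258), and Zm00001eb418140 (chromosome 10, 92295828 to 92297588) was at 8.65 ± 6.07 and 3.55 ± 1.17 FPKM (−0.95, SE 0.43, adjusted p = 0.208). The *ACO* gene on chromosome 7 was called in 2 of the 6 fits that left out 1 library, and its adjusted p ran from 0.0221 to 0.135 over the alternatives. The genes were matched to Figure 8 by their annotated function.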

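The copper-transporting ATPase gene Zm00001eb074360 (chromosome 2, 20020694 to 20027247, overlapping another gene), which the deposited annotation describes as HMA5, was at 0.798 ± 0.0891 FPKM (SD, n = 3) in WT and 0.249 ± 0.0266 in *zmccd8* under 0N (log2 difference −0.53, SE 0.11, adjusted p = 0.0706, limma). At this WT mean, a pseudocount of 1 keeps its difference under the threshold whatever the fold change. Its log2 ratio of mean FPKM, chosen after the values were seen, was −1.68. The MAP kinase kinase 9 gene Zm00001eb399660 (chromosome 9, 151729252 to 151730623) was at 4.16 ± 0.182 and 1.61 ± 0.842 FPKM (−1.03, SE 0.24, adjusted p = 0.0854). Together with *SAMS*, *ACS* and *ACO*, these make 6 genes of Figure 8, in all 6 of which the genotypes did not overlap, as in 10% of genes by chance where genes are not picked for a difference. Adjusted over the list alone 4 of the 6 passed, and a fit of all 18 libraries called 4. Of the 14 ERF genes in Figure 8, 12 were tested and 12 were lower (median −1.43, range −2.40 to −0.90), with 4 called over all genes and 6 adjusted over the list alone. The count of 4 ran from 0 to 6 with 1 library left out, and from 0, with no filter or the replicate block, to 7, in the fit of all 18 libraries. Both lists were picked from these libraries, so the second count of each is not independent evidence.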

The same trend was observed for *RAN1*, a copper transporter required for ET receptor activity (Binder et al. 2010), and for *MPK9*, a MAP kinase known to promote ET signaling in *Arabidopsis* (Yoo et al. 2008) (Figure 8; Table S4).

**FIGURE 8:**
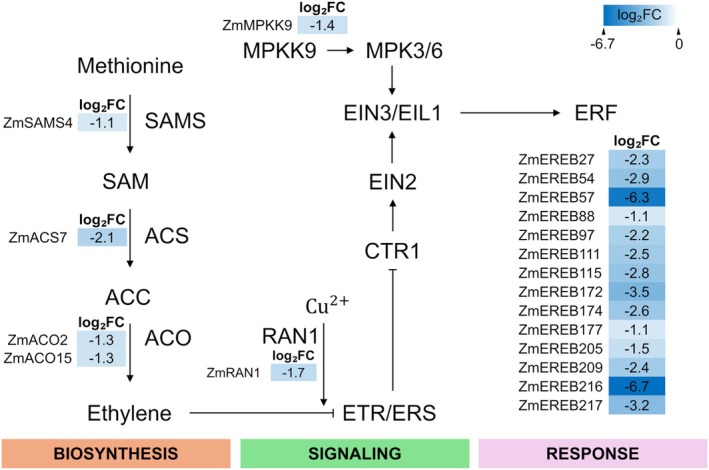
Pathways of ethylene biosynthesis, signaling, and response in maize, with associated differentially expressed genes between the two genotypes under nitrogen deficiency conditions.

Finally, transcription factors and coregulators were analyzed using GRASSIUS 2.0 (Gray et al. 2024). 

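Of the 165 transcription factor and coregulator genes of Table S6 for 0N, 153 passed the filter, 144 lower and 9 higher in *zmccd8*, with a median log2 difference of −1.08 (range −3.08 to 1.82). Over all genes tested 18 were called, all 18 lower, and 145 had an unadjusted p under 0.05 (limma). Adjusted over the list alone 87 passed, which is not independent evidence because the list was picked from these libraries. Groups did not overlap in 140 of the 153, where chance gives 10% among genes not picked for a difference. The count rose most in a fit of all 18 libraries, to 81. It was 56 without *zmccd8* replicate 3 and 2 without WT replicate 1. The chromosome 3 segment holds 21 of the 165 genes and 6 of the 18 called. By family, 29 of 30 *MYB*, 20 of 20 AP2/ERF, 14 of 14 NAC, 10 of 11 WRKY and 10 of 11 bHLH genes tested were lower, with 1, 6, 3, 2 and 0 called. From CT to 0N the 153 genes changed by a median of 0.40 in WT, where 110 were higher, and of −0.47 in *zmccd8*, where 30 were higher. The interaction called none of them (0), and 78 had an unadjusted interaction p under 0.05.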

Under 0N, 165 genes were differentially expressed (|log_2_FC| ≥ 1, padj ≤ 0.05), with 157 higher in WT and nine in *zmccd8*, mainly from MYB (30), AP2/ERF (24), NAC (14), WRKY (11), and bHLH (11) families. 

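Under WS, 30 of the 36 transcription factor genes of Table S6 were tested, 17 lower and 13 higher in *zmccd8* (median log2 difference −0.76, range −1.73 to 1.63). Over all genes 6 were called, all 6 lower, and 19 adjusted over the list alone (limma). Under CT, 22 of 25 were tested, 18 lower and 4 higher (median −1.06), with 6 called, 4 lower and 2 higher, and 19 adjusted over the list alone. With 1 library left out, the calls over all genes ran from 2 to 6 under WS and from 1 to 4 under CT, and a fit of all 18 libraries called 11 under each. Neither count over a list is independent evidence, since both lists were picked from these libraries. The genotypes did not overlap in 30 of 30 genes under WS and 21 of 22 under CT, where chance gives 10% among genes not picked for a difference. Chromosome 3 held 4 of the 6 called genes under WS and 4 of the 6 under CT. Without its genes, the median under WS was 0.93. It was 0.08 over genes with a mean of at least 5 FPKM, so the direction of this list depends on the genes taken.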

Under WS and control conditions, 36 and 25 TF genes were differentially expressed, respectively, with a roughly balanced distribution between genotypes (Table S6).

## 4 Discussion

Maize ( *Zea mays* L.) is a major cereal crop and a key contributor to global food security (FAO 2023). However, the increasing frequency of climate change‐related abiotic stresses severely affects its growth and yield (Zhang, Wei, et al. 2022; Zhang, Zhang, et al. 2022; Kim and Lee 2023). Understanding the mechanisms underlying plant acclimatisation to environmental stress is therefore essential to mitigate climate impacts on crop productivity. In this context, plant hormones play a pivotal role by integrating environmental cues and downstream adaptive physiological processes (Verma et al. 2016; Waadt et al. 2022). Among them, SLs have emerged as a novel class of phytohormones modulating plant development and responses to abiotic stresses, including drought, salinity, and nutrient limitation (Marzec and Muszynska 2015; Mansoor et al. 2024). The maize *zmccd8*:Ds mutant, which is impaired in SL biosynthesis, exhibits altered responses to nitrogen deficiency under hydroponic conditions (Quaggiotti et al. 2024) and to water stress under field conditions (Ravazzolo et al. 2024). In the present study, this mutant and its corresponding wild‐type (WT) were grown in vermiculite, a substrate that more closely mimics natural soil conditions than hydroponics while still allowing precise control of environmental parameters. Plants were subjected to nutrients (NS), nitrogen (0N), and water (WS) deprivation respectively.

In WT seedlings, NS and 0N treatments reduced fresh weight (Figure 2A,B) and chlorophyll content (Figure 3A,B), and increased anthocyanin accumulation (Figure 4A,B) in older leaves. These changes reflect nitrogen deficiency‐induced senescence, which promotes N remobilization to younger tissues and enhances NUE (Sakuraba 2022), as previously reported in maize (Xing et al. 2024). This process appeared to be suppressed in the *zmccd8* mutant, resulting in lower fresh weight (Figure 2A,B) and chlorophyll content (Figure 3C,D) in the younger leaves. Under WS, senescence was also observed in the WT but not in the *zmccd8*, confirming the role of this class of phytohormones in regulating senescence in response to multiple stresses in maize (Hu et al. 2023). These findings indicate that SL biosynthesis is required for efficient nutrient remobilization to younger sinks, particularly under nitrogen deficiency. Recently, Zhong et al. (2025) demonstrated that loss of *ZmCCD8* function reduced kernel growth and sucrose and amino acid accumulation in kernels, supporting the involvement of SLs in nutrient remobilization.

Roots are key for plant adaptation to nutrient and water limitations (Holz et al. 2024), as their architecture can be modulated in response to environmental conditions (López‐Bucio et al. 2003; Keerthi et al. 2025). In maize seedlings, the primary root (PR) dominates early water and nutrient uptake. As development proceeds, shoot‐borne (adventitious) roots emerge and become the main organs for absorption (Hochholdinger 2004; Hochholdinger and Tuberosa 2009; Viana et al. 2022). In our study, *zmccd8* plants showed a less developed root system under control conditions and produced fewer adventitious roots (AR) than the WT (Figure 1D), both under control and nitrogen‐deficient conditions. These results support the role of SLs in regulating maize root architecture (Guan et al. 2012; Manoli et al. 2016; Ravazzolo et al. 2021) and align with rice studies, where SL‐deficient mutants show reduced crown roots (Arite et al. 2012). Under WS, root fresh weight was drastically reduced, and genotypic differences, though still apparent, were no longer statistically significant. The proportion of adventitious roots was higher in WT than in the mutant, suggesting SLs may promote AR development even under water stress. To investigate molecular responses, the expression of genes related to SL biosynthesis/signaling (Figure 5A), nitrogen perception (Figure 5B), and water stress adaptation (Figure 5C) was measured in the third leaf, stem, and roots (Table S1). The two genotypes exhibited distinct gene expression patterns depending on the tissue type and the applied stress condition. *CCD8* was confirmed as a marker of the root response to nitrogen deficiency, as observed by Ravazzolo et al. (2019). *ASN3* and *ASN4* transcripts were more abundant in the third leaf and stem of WT, suggesting that SLs could be involved in the asparagine accumulation observed under various abiotic and biotic stresses in different plant species (Lea et al. 2007). Furthermore, *LBD7* and *ROPGEF* emerged as potential molecular targets involved in SL‐mediated regulation of drought stress responses in the stem, while *NAC1* appeared to play a similar role in the leaves.

To obtain a more comprehensive understanding of the molecular events occurring in roots of the two genotypes, and therefore attributable to SLs, under different stress conditions, we employed an untargeted RNA‐seq‐based approach.

Hereafter, we will discuss only the pathways enriched in the comparison between the two genotypes in response to the stresses, and not those enriched in the comparison between control and stress conditions within each individual genotype.

Although water stress most severely affected seedling performance and gene expression, nitrogen starvation caused the greatest transcriptional divergence between genotypes, as shown by PCA (Figure 6A), heatmap (Figure 6B), and Venn diagram analyses (Figure 6C).

The only enriched pathway displaying a unidirectional response to WS was *starch and sucrose metabolism* (Figure 7C). Although the number of genes involved was relatively small, they were all more highly expressed in the WT than in the mutant (Table 1A). As reported in previous studies, during drought stress, plants modulate carbohydrate metabolism to promote the accumulation of soluble sugars, which stabilize cellular membranes and act as osmoprotectants (Mohammadkhani and Heidari 2008; Sami et al. 2016). These findings suggest that SLs may contribute to the regulation of this metabolic pathway, thereby enhancing drought tolerance.

Otherwise, under 0N, the number of significantly enriched pathways was markedly higher and mostly related to C and N metabolism, with most genes showing lower expression in *zmccd8* relative to the WT.

Many transcripts belonging to the *phenylpropanoid biosynthesis* pathway were identified (Figure 7B). This metabolic process provides precursors for flavonoids, key antioxidant molecules involved in scavenging reactive oxygen species (ROS) generated during abiotic stress (Shomali et al. 2022). These findings are consistent with the above data showing higher content of anthocyanins, a subclass of flavonoids (Kumar et al. 2023) in WT leaves under 0N and suggest that the mutant, impaired in SL production, has a reduced capacity to cope with oxidative stress, which may limit its physiological plasticity and adaptability to N deprivation. The involvement of the control of ROS homeostasis in the modulation of the maize root response to nitrogen has already been hypothesized by Trevisan et al. (2019).

Furthermore, we observed that the transcription of a group of genes belonging to the *MAPK signaling pathway*, associated with MAPK, ABA, ROS, and Ca^2+^, and known to be interconnected (Korek and Marzec 2023) as well as to play key roles in plant stress responses (Ravi et al. 2023; Rogers and Munné‐Bosch 2016), were significantly less expressed in *zmccd8* roots under nitrogen deficiency. SLs may influence MAPK cascades by modulating ABA sensitivity and ROS homeostasis, ultimately impacting stress‐related signaling pathways. While direct evidence for SL‐mediated regulation of MAPK modules in cereals remains limited, recent studies in horticultural species have shown that treatment with the synthetic SL analogue GR24 induces MAPK‐related response (Zhang et al. 2020; Zhang, Wei, et al. 2022; Zhang, Zhang, et al. 2022), suggesting that similar mechanisms may also operate in cereals, although they remain to be fully elucidated. In addition, within the *biosynthesis of plant secondary metabolites* pathway, several genes associated with the benzoxazinoid (BXD) biosynthesis were downregulated in the roots of the *zmccd8* mutant (Table S5). Previous studies suggest that BXDs, beside playing a key role in pathogen defense in grasses (Niemeyer 2009), may also contribute to iron chelation, thereby enhancing its acquisition in maize (Hu et al. 2018; Zhou et al. 2018). Within the same functional category, several DEGs were associated with the nicotianamine synthase and mugineic acid biosynthesis pathways (Table S4), both fundamental for Fe homeostasis in maize (Ma and Nomoto 1996; Li et al. 2018). These findings are consistent with previous results (Quaggiotti et al. 2024) and confirm a role for SLs in iron metabolism. In addition, BXD production occurs at epidermal rupture sites during crown root emergence to protect from pathogens in both barley (Nguyen et al. 2024) and maize (Robert et al. 2012). The impaired SL production seems to affect both BXD biosynthesis and crown root development, as observed in *zmccd8*. These results not only reinforce the idea that SLs are crucial for the development of adventitious roots in response to nitrogen deficiency but also contribute to a better understanding of the biochemical mechanisms associated with this process.

As far as *nitrogen metabolism* pathway is concerned, a decreased expression of two genes encoding nitrate reductase and one nitrite reductase (Table S5), together with that of several genes involved in nitrate and ammonium transport (Table 1B), was observed in *zmccd8*, indicating a likely lower nitrogen assimilation capacity.

The central role of SLs in the response to nitrogen is further supported by the high number of genes encoding transcription factors showing higher expression in WT than in the mutant under 0N (Table S6). Under WS, the number of differentially expressed TFs between the two genotypes was markedly lower (36). Previous omics studies have shown that the TF families most responsive to nitrogen deficiency in maize roots include MYB, NAC, WRKY, ERF, and bHLH (Wang et al. 2022; Fang et al. 2024). In our dataset, these same families also displayed the largest expression differences between the two genotypes under 0N. Notably, several TFs that showed lower expression in the mutant than in the WT, specifically *ZmMYB32, ZmMYB121, ZmMYB192, ZmNAC4, ZmbHLH91, ZmCA3P9, ZmHB22*, and *ZmRAV1*, were also reported to be induced by nitrogen deficiency in maize roots in a previous study (Ma et al. 2020). This observation suggests that these transcription factors represent key regulatory components of the SL‐mediated responses to nitrogen stress.

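Of these 8 genes, 8 were lower in *zmccd8* under 0N, and in 8 the genotypes did not overlap, as in 10% of genes by chance where genes are not picked for a difference. Over all genes 1 was called, and 4 passed adjusted over the list alone, which is not independent evidence for genes picked from these libraries. *ZmCA3P9* (Zm00001eb142030), in the chromosome 3 segment at 156572891 to 156573925, was at 35.3 ± 6.17 FPKM (SD, n = 3) in WT and 4.11 ± 1.61 in *zmccd8* (log2 difference −2.86, SE 0.25, adjusted p = 0.00303, limma), and it was also lower under CT (−1.50, adjusted p = 0.00919) and WS (−1.49, adjusted p = 0.0197). *ZmHB22* (Zm00001eb402220, chromosome 9, 157705000 to 157707639) was at 1.00 ± 0.0384 and 0.25 ± 0.0443 FPKM (−0.68, adjusted p = 0.0395). It missed only the threshold on the log2 difference, which a pseudocount of 1 leaves almost out of reach at this WT mean. Its log2 ratio of mean FPKM, chosen after the values were seen, was −2.01. The other genes had log2 differences from −1.29, in *ZmNAC4* (Zm00001eb303620, chromosome 7, 21757323 to 21759212, adjusted p = 0.0575), to −0.95. *ZmMYB32* also lies in the segment, while *ZmRAV1* and *ZmMYB192* lie on chromosome 3 beyond 210 Mb. In WT, the change of the 8 genes from CT to 0N had a median of 0.29, and *ZmCA3P9* was called higher (1.73, adjusted p = 0.00738). In *zmccd8* the median was −0.52. Of the 8, the fit of all 18 libraries called 4 between genotypes, as did the fit without *zmccd8* replicate 3.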

Finally, the identification of a high number of DEGs encoding ethylene‐responsive transcription factors (ERFs) (Table S6) and further components of the ethylene biosynthesis and signaling (Figure 8) suggests that SL‐mediated regulation of maize root responses to nitrogen deficiency may also involve this hormone, and that this interplay could be specifically associated with the regulation of adventitious roots development observed in response to N starvation, and lacking in the *zmccd8*. Indeed, in barley, the emergence of crown roots is associated with programmed cell death processes mediated by ET and ROS (Nguyen et al. 2024) and the number of crown roots was significantly reduced in rice seedlings treated with 1‐MCP, an ET signaling inhibitor (Singh et al. 2022). It is also worth noting that leaf senescence induced by nitrogen deficiency is known to be mediated by ET signaling (Khan et al. 2015; Xing et al. 2024). In this context, the present results seem to suggest that the SL‐dependent nutrient remobilization observed in leaves during nitrogen starvation (Figures 3, 4) might also depend on the cooperation between SLs and ET. Further studies will be required to validate and better elucidate this hypothesis.

In conclusion, our results demonstrate that SLs are involved in the maize responses to all the stresses examined, but their role is particularly critical under N deficiency. This condition most clearly revealed pronounced physiological and transcriptional differences between WT and the SL‐deficient *zmccd8* mutant. The absence of stress‐induced leaf senescence in the mutant, together with impaired nutrient remobilization, reduced adventitious root formation, lower expression of nitrogen transporters and assimilation genes, and attenuated activation of stress‐related TFs, indicates that SLs are central regulators of the adaptive response to low nitrogen availability.

Although water stress exerted the strongest overall impact on plant performance, the largely similar responses of the two genotypes suggest that SLs contribute only partially to drought adaptation under the conditions tested. In contrast, nitrogen deprivation uncovered a predominant and coordinated role of SLs in modulating root system architecture, secondary metabolism, redox and MAPK‐related signaling, and the expression of key regulatory TFs.

Collectively, these results position strigolactones as pivotal components of the hormonal network governing nitrogen sensing, nutrient remobilization, and root plasticity in maize, possibly acting in concert with ET. This work provides a framework for understanding SL‐mediated regulation of NUE and supports future strategies aimed at enhancing crop resilience under nutrient‐limiting and climate change–related stress conditions.

## Author Contributions

L.B., L.R. and S.Q. conceptualized and designed the research; S.Q. obtained funds to support the project; L.B., C.C. and S.Q. performed the experiments; L.B. and S.Q. analyzed the data and wrote the manuscript; R.H. and M.W. provided valuable input and critically reviewed the manuscript during its preparation. All authors read and approved the final version.

## Funding

This work was supported by The University of Padova (DOR: 2023–2024). L.B. was supported by a PhD fellowship PNRR DM 118/2023. L.R. was supported by a grant from Pipeline‐Unimpresa 2020.

## Disclosure

None was used for text or figures.

## Supporting information

**Figure S1:** Analysis of leaf number and adventitious roots percentage in WT and *zmccd8* maize plants under different growth conditions.
**Figure S2:** Gene Ontology (GO) enrichment analysis showing the top 30 terms under control, nitrogen deficiency, and water stress conditions.

**Table S1:** List of genes and corresponding primers used for qRT‐PCR (Excel file).

**Table S2:** List of identified novel transcripts (Excel file).

**Table S3:** Summary of sequencing data and quality statistics (Excel file).

**Table S4:** List of differentially expressed genes between the two genotypes under control conditions (Excel file).

**Table S5:** List of enriched pathways under the three tested conditions (Excel file).

**Table S6:** List of transcription factors and regulators differentially expressed between the two genotypes under the three tested conditions (Excel file).

**Table S7:** List of enriched GO terms under the three tested conditions (Excel file).

## Data Availability

The data that support the findings of this study (raw RNA‐sequencing FASTQ files and processed FPKM matrix) are openly available in the NCBI Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE318738.

# Supplementary material for: Nitrogen Deficiency Outperforms Water Stress in Triggering Strigolactone‐Dependent Responses in Maize
**Source:** Physiol Plant. 2026 Jul 9;178(4):e70987. doi: 10.1111/ppl.70987
**Supplement:** Supplementary file 1 — Figure S1: Analysis of leaf number and adventitious roots percentage in WT and zmccd8 maize plants under different growth conditions. Figure S2: Gene Ontology (GO) enrichment analysis showing the top 30 terms under control, nitrogen deficiency, and water stress conditions.

# **Nitrogen Deficiency Outperforms Water Stress in Triggering Strigolactone-Dependent Responses in Maize**

Leonardo Buzzicotti <sup>1</sup>, Claudia Camilletti <sup>1</sup>, Laura Ravazzolo <sup>1</sup>, Markus Wirtz <sup>2</sup>, Rüdiger Hell <sup>2</sup> and Silvia Quaggiotti <sup>1,\*</sup>

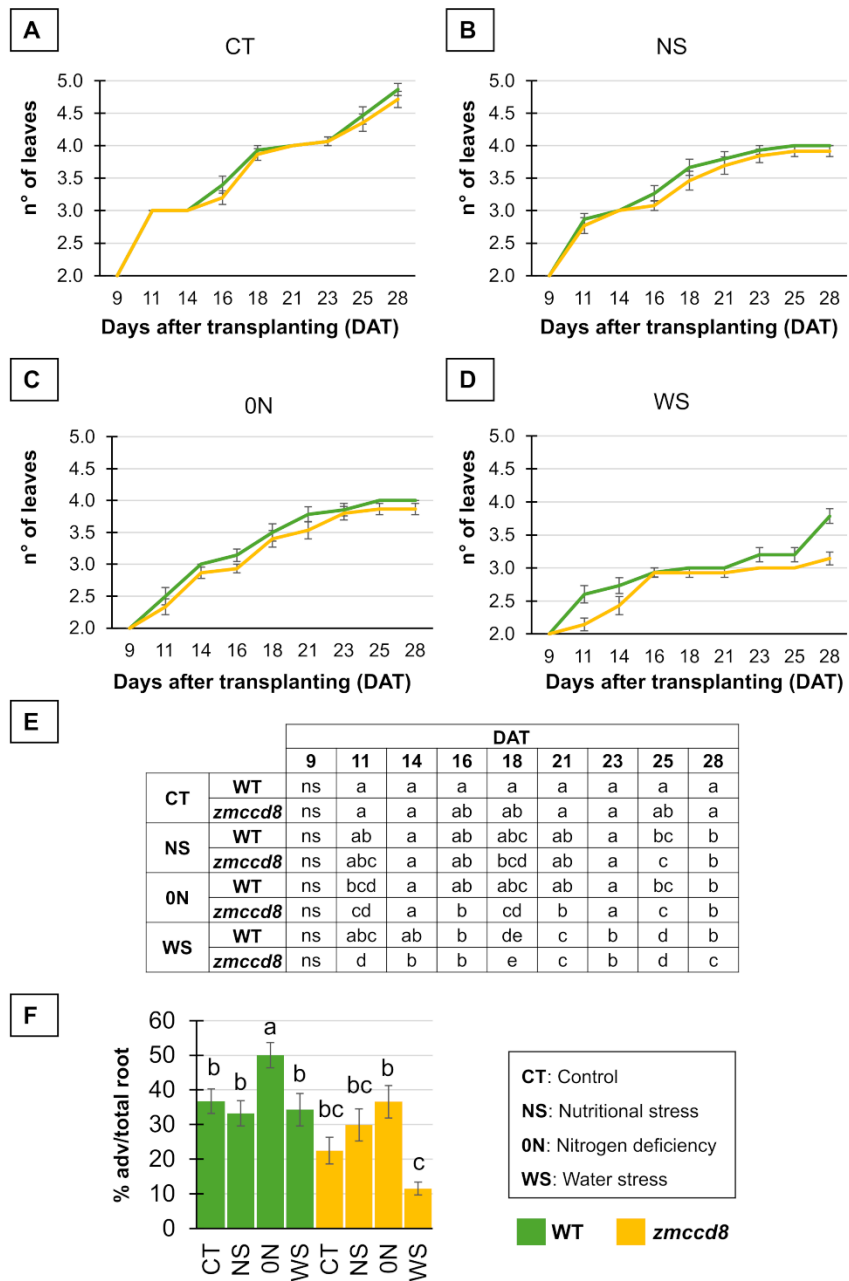

**Figure S1.** Number of leaves of WT (green) and *zmccd8* (yellow) maize plants during the last 20 days of growth in vermiculite under different conditions: (A) control , (B) complete nutrient deprivation , (C) nitrogen deficiency , and (D) water stress. Error bars represent mean  $\pm$  SE (n = 15). Statistical analysis was performed using one-way ANOVA followed by Tukey's HSD test (E). Different letters indicate statistically significant differences (P < 0.05). Percentage of adventitious roots relative to total root weight 28 days after transplanting (DAT) (F).

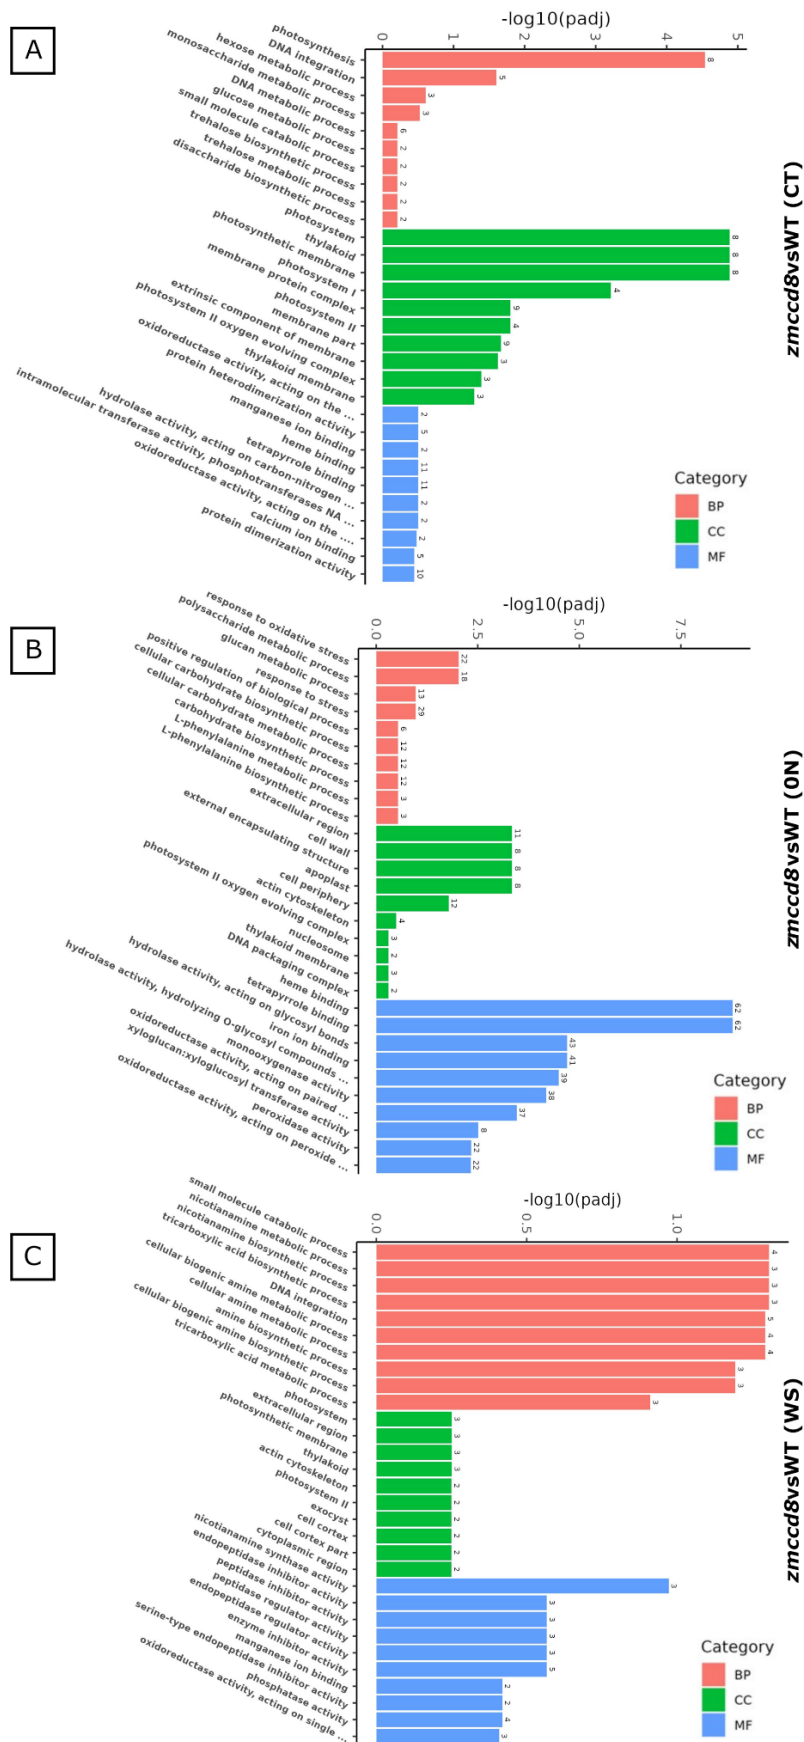

**Figure S2.** Top 30 enriched GO terms and their significance levels, expressed as  $-\log_{10}(\text{padj})$ , under the three experimental conditions: control (A), nitrogen deficiency (B), and water stress (C). Different colors represent distinct functional categories: biological process (red), cellular component (green), and molecular function (blue).

How the deposited data were processed for this re-analysis (not part of the article)

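Root messenger RNA of WT and *zmccd8* plants under CT, 0N and WS was measured in 3 libraries per group, 6 groups and 18 libraries. The authors trimmed the reads, aligned them with HISAT2 to the B73 reference genome, assembled further transcripts with StringTie and counted reads on genes with featureCounts. The deposited values are FPKM computed by the authors from these counts, scaled for gene length and for a library size that was 0.9673 to 1.046 times the sum of the reads rebuilt from them. The authors' own tests of differential expression used DESeq2 on the counts, a step that is not repeated here. Each column of values was matched to its group and replicate by its label. The table holds 55662 features, 18654 of them (33.51%) overlapping another feature on the same strand, and 10710 named as a single transcript of a gene, so a locus can be listed more than once.

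FPKM times gene length was found to be whole multiples of one unit in each library, and 100% of the values came out as whole reads. The rebuilt reads summed to 30104559 to 43430178 per library. They were used for the depth and for 1 alternative only. Counting error is small beside the differences between replicates, whose chi-square per degree of freedom was at least 25.56 in every pair of replicates.

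Genes with at least 1 FPKM in at least 3 of the 18 libraries were kept (27531), a pseudocount of 1 was added and values were taken as log2. Comparisons were made in limma 3.58.1 (R 4.3.3) with moderated variances that follow the mean, two-sided, with Benjamini-Hochberg adjustment over the filtered genes. Genes with an adjusted p of 0.05 or less and an absolute log2 difference of 1 or more were called. Compared were *zmccd8* with WT in each condition, 0N and WS with CT in each genotype, and the interaction of genotype with each treatment. Principal components, Euclidean distances, set counts and Fisher's exact tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Libraries whose genotype labels were split otherwise were fitted the same way, in all 10 splits of 6 libraries and in 100 splits drawn with a fixed seed for each interaction. The procedure was tested on simulated data in which 200 of 27531 genes were changed by a log2 difference of 2. Under CT it recovered 174 of the 200 with 5 false calls, and for the interaction under 0N 170 with 9 false calls. Changed genes were drawn from those with a mean log2(FPKM + 1) above 2, and noise was normal and independent between genes and libraries. These shares therefore do not hold for weaker genes, smaller changes or deviations that genes of a library share. In the real libraries the 0N interaction of *ZmCCD8*, −2.50, was not called.

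The replicate numbers might pair libraries, so correlations of the residuals of libraries with the same number were checked. Only in the comparison of WS with CT in *zmccd8* were all 3 above 0.1 (0.135, 0.224 and 0.253), and there a fit with a block for the replicate called 4684 genes, against 4565 without. In the other comparisons the block was run as an alternative only.

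The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a filter on a mean of at least 5 FPKM, a fit of all 18 libraries, rescaling by the median of ratios, a variance without a trend, leaving out chromosome 3 genes, annotated genes only, a block for the replicate number, limma voom on the rebuilt reads, the adjusted p alone, and leaving out each library in turn. For the components they were FPKM without a log, a pseudocount of 0.1, genes scaled to unit variance, all genes above 0 FPKM, the 500 genes of largest variance, no chromosome 3 genes and the median of ratios. Ratios of the groups' mean FPKM, the alternatives for the correlations and distances, and other limits for genes on or off were added after the data were seen.

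The genes named are those with an identifier or name in the paper's text, in Table 1, Table S1 or Figure 8, the transcription factors of the Discussion, and the 3 highest and 3 lowest log2 differences among genes called with groups that do not overlap in each genotype comparison. The rule was written before the data were examined. Table S5 pathway lists and Table S6 transcription factors were taken as lists, with single members named where the text singles them out. A called member outside this rule is named as chosen after its values were seen. The crowding of genotype differences on chromosome 3 was noticed in Table S4 before the data were examined. Ethylene genes of Figure 8 and the nicotianamine synthases were matched by their annotated function within Table S5. Leaf genes used as markers were those of phosphoenolpyruvate carboxylase, pyruvate, phosphate dikinase and the small subunit of Rubisco.

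A correction for GC content was not run, since gene sequences were not used here. Enrichment of pathways and of gene ontology terms, the lists of glyoxylate metabolism and of cyanoamino acid metabolism under WS, the gene family annotation in the table and the values per gene in Table S4 were not analysed here. Of the 39 phenylpropanoid genes, 25 were matched. The lists of Tables S5 and S6, Table 1 and Figure 8 were picked by the study from these libraries, so groups without overlap are built into them, and the chance share of 10% holds for genes not picked in this way. Growth, pigment and qRT-PCR measurements were not analysed here.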

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

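The tests on 1 library deciding the count under 0N, on an absent response to 0N and on transcription factors that fail to rise were set before their results were seen, and all other tests were chosen only after the result was seen.

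The interaction of genotype with WS is listed because it tests directly whether the genotypes differ in their response. It called 6 genes, 3 higher and 3 lower. With the genotype labels split otherwise within treatment, 5 of the 100 splits of the 12 libraries, the real one included, gave as many calls. Another split gave up to 606. At an unadjusted p under 0.05 there were 2185 genes, and 13 of the 100 splits had as many. A split that swaps the labels in 1 treatment alone brings the genotype difference itself into the interaction. Neither count of splits therefore decides whether these calls are set apart from other groupings. Of the 6 genes, 4 lie on chromosome 3, all in the segment from 140 to 210 Mb, and without chromosome 3 genes the count was 0. The candidate explanation of chromosome 3 genes near *ZmCCD8* is thus consistent with 4 of the 6 by their place. All 4 are near 0 FPKM in every *zmccd8* library. For the 2 that fall in WT this leaves no room to fall, but the other 2, transcripts assembled by the authors, rise in WT from at most 0.108 FPKM under CT to between 2.99 and 6.47 under WS, and a floor does not account for their lack of a rise. Its cause was not tested. All 6 were chosen after their values were seen. The homeobox gene Zm00001eb145820 (chromosome 3, 176802728 to 176805378) fell in WT from 37.1, 46.7 and 36.9 FPKM under CT to 6.32, 3.34 and 5.76 under WS and was at most 0.0624 in any *zmccd8* library (interaction 2.75, adjusted p = 0.0043, limma). Outside chromosome 3, Zm00001eb021140, annotated as a polyol transporter (chromosome 1, 80153391 to 80155385), rose less in *zmccd8* (interaction −2.19, adjusted p = 0.03), from 2.83, 2.99 and 2.20 FPKM to 18.6, 14.7 and 14.2, against 1.55, 1.83 and 0.927 to 39.1, 49.4 and 62.2 in WT. Zm00001eb398500, annotated as RADIALIS-like 3 (chromosome 9, 148342953 to 148343743), fell less (1.79, adjusted p = 0.031). Over the alternatives the count ran from 0, with limma voom or a pseudocount of 0.1, to 17 in a fit of all 18 libraries. Leaving out *zmccd8* replicate 1 under CT gave 2 calls and leaving out WT replicate 2 under CT gave 7.

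The place of the genotype calls in the genome is a signal that the paper does not report on. Chromosome 3 held 57.4% of the calls under CT, 43.0% under 0N and 54.8% under WS, against 10.8% of the filtered genes, and most lay from 140 to 210 Mb, with *ZmCCD8* at 202178668. Loss of SLs that changes genes wherever they lie is argued against for these genes by the 57.4% under CT. A mislabelled library is argued against as well: over the 132 chromosome 3 genes called under CT, 12 of the 12 libraries under 0N and WS lay on the side of their own genotype. A candidate explanation is a chromosome segment around the Ds insertion that came with the mutant allele and differs from the reference, so that reads from it align less well or genes in it are absent or changed. Of the 22 genes on in every WT library and off in every *zmccd8* library, 100% lie on chromosome 3, against 11.0% of the genes on in WT (Fisher's exact test, one-sided, p = 6.7e-22). In the reverse direction, 6 of 26 genes (23.1%) lie there. The segment may thus hold changes that belong to the allele's origin and not to the loss of SLs, which cannot be separated in these libraries for a gene inside it, since every *zmccd8* library carries both. No other allele and no SL treatment is among the 18 libraries. The share on chromosome 3 ran from 20.9% to 59.3% under 0N over the alternatives, from 52.4% to 77.1% under CT and from 49.3% to 69.2% under WS. Under 0N it was 24.8% without *zmccd8* replicate 3 and 54.4% without WT replicate 1.

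The paper sets aside the comparisons of treatments within a genotype, and their counts are listed for that reason. From CT to 0N, 1311 genes were called in WT and 2029 in *zmccd8*, and from CT to WS 4893 and 4565. For each of these 4 counts, 1 of the 10 splits of the 6 libraries gave as many calls, the real one, and no other split gave any. Chance and treatment cannot be told apart by this count of splits alone, because 10 splits allow no share under 0.1. For the WS counts, other values argue against chance. The genotypes share no library, yet all 3459 genes called in both changed in the same direction. The correlation of their WS changes across the filtered genes was 0.916. Under 0N, 519 of the 520 genes called in both genotypes also changed in the same direction, which argues against chance for these genes. The correlation of the 0N changes was 0.616, and 0.52 to 0.66 with 1 library left out. The ranges of rebuilt reads overlap between the groups compared in 3 of the 4. In *zmccd8* they do not overlap between 0N (31366021 to 33532649) and CT (33899657 to 36885411), and a part of library size or composition in the 2029 calls was not excluded. Under 0N the counts moved with single libraries left out, although a smaller fit alone can also lower a count. The WT count was 326 without WT replicate 1 under 0N and 1147 without WT replicate 2 under CT, and the *zmccd8* count was 119 without *zmccd8* replicate 3 under CT and 2707 without *zmccd8* replicate 3 under 0N. A response to 0N that is absent in *zmccd8* is argued against by the slope of its changes on those of WT, 0.723 over the filtered genes, and by the 93.7% of WT calls that moved in the same direction. A lower slope than under WS (0.881) may also come from noise in the smaller WT changes, and the cause was not tested.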

How the results depend on the processing

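No test in this part was chosen after its result was seen, apart from the alternatives for the correlations of the responses and for the distances and the ratios of the groups' mean FPKM, which were added after the data were seen. Each alternative changes 1 choice. The cause of a change was not tested, except where fewer genes were tested by construction: without chromosome 3 genes, with annotated genes only and with a mean of at least 5 FPKM. A correction for GC content, alone or with the replicate block, was set before and not run.

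Annotated genes only gave 109 genotype calls under CT, 209 under 0N and 133 under WS, 3 interaction calls under WS, and 53 genes shared by the 3 conditions, 128 called only under 0N and 31 only under CT. A mean of at least 5 FPKM gave 84, 184 and 105 genotype calls, 3137 calls for WS in WT and 2866 in *zmccd8*, 2 interaction calls under WS, overlaps of 47 (all conditions), 117 (0N only), 20 (CT only) and 41 (WS only), and a correlation of the WS responses of 0.940. Without chromosome 3 genes the genotype calls were 76, 160 and 96, the interaction calls under WS 0, the overlaps 41, 89, 18 and 34, and the transcription factors called under 0N 5.

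No filter gave 124, 215 and 139 genotype calls, 544 calls for 0N in WT and 182 in *zmccd8*, 2 interaction calls under 0N, overlaps of 69 (all conditions), 101 (0N only), 26 (CT only) and 38 (WS only), 4 transcription factors called under 0N and a WS correlation of 0.907. A fit of all 18 libraries gave 1443 genotype calls under 0N, 1187 of them only under 0N, 19 interaction calls under 0N and 17 under WS, and 81 transcription factors called under 0N. A pseudocount of 0.1 gave 0 interaction calls under WS and a WS correlation of 0.90. Limma voom on the rebuilt reads gave 0 interaction calls under WS, a median of −1.53 for the 0N transcription factors and correlations of 0.565 (0N) and 0.898 (WS). The adjusted p alone gave 2464 calls for 0N in WT, 4508 for 0N in *zmccd8*, 10406 for WS in WT and 10103 for WS in *zmccd8*.

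A block for the replicate number gave 131 genotype calls under 0N, all 131 among the 433, and 601 calls for 0N in WT, 2 interaction calls under WS, overlaps of 25 (0N only) and 146 (WS only), and 2 transcription factors called under 0N. The libraries share only a number in these comparisons. Residual correlations of libraries of the same number were −0.103, −0.293 and −0.388 between genotypes under 0N and 0.0129, −0.0664 and 0.121 for 0N in WT. They were 0.000545, 0.144 and 0.159 between genotypes under CT, 0.0718, 0.108 and 0.288 under WS, 0.014, −0.0126 and 0.0255 for WS in WT and 0.143, 0.39 and 0.0963 for 0N in *zmccd8*. Between genotypes under 0N and for 0N in WT no consistent pairing was seen for the block to remove. Calls lost with it do not by themselves show a weaker effect, and why they were lost was not tested. On the simulated data the block recovered 175 of 200 changed genes under CT, against 174 without it. For the interaction under 0N it recovered 165, against 170. The simulated libraries held no deviation shared by replicate number, so they do not show what the block does where there is one.

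The first and second components held 73.69% and 11.05% with the 500 genes of largest variance, 69.28% and 13.05% of FPKM without a log, and 32.75% and 23.01% with genes scaled to unit variance. With log2(FPKM + 0.1) the first held 44.71%. The medians of 4 lists changed sign: nitrogen metabolism under CT was 1.01 with no filter and 1.56 without chromosome 3 genes, carbon metabolism under CT was 4.91 with a mean of at least 5 FPKM, plant secondary metabolites under WS 0.0564 with that filter, and the transcription factors under WS 0.0802 with that filter and 0.93 without chromosome 3 genes. No other list median changed sign under an alternative. Near 0 as they are, the nitrogen and carbon medians under CT also changed sign with a library left out, from −0.239 (without WT replicate 3) to 0.0232 (without WT replicate 2) and from −0.126 (without WT replicate 3) to 0.137 (without WT replicate 1).

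With each library left out in turn, the genotype calls ran from 131 (without WT replicate 1) to 178 (without *zmccd8* replicate 2) under CT, from 171 (without WT replicate 1) to 984 (without *zmccd8* replicate 3) under 0N and from 152 (without WT replicate 1) to 233 (without WT replicate 2) under WS. Calls for 0N ran from 326 (without WT replicate 1 under 0N) to 1147 (without WT replicate 2 under CT) in WT and from 119 (without *zmccd8* replicate 3 under CT) to 2707 (without *zmccd8* replicate 3 under 0N) in *zmccd8*. Interaction calls ran from 0 to 134 under 0N, the highest without *zmccd8* replicate 3 under 0N, and from 2 (without *zmccd8* replicate 1 under CT) to 7 (without WT replicate 2 under CT) under WS. Genes called only under 0N ran from 36 (without WT replicate 1 under 0N) to 776 (without *zmccd8* replicate 3 under 0N), only under CT from 17 (without WT replicate 1 under CT) to 69 (without WT replicate 1 under 0N) and only under WS from 35 (without WT replicate 1 under WS) to 100 (without WT replicate 1 under 0N). Transcription factors called under 0N ran from 2 (without WT replicate 1) to 56 (without *zmccd8* replicate 3). The first component ran from 46.99% to 53.82%, the second from 14.84% to 20.61%, the correlation of the 0N responses from 0.52 to 0.66 and that of the WS responses from 0.899 to 0.919.

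The calls for WS stayed within 1.5 times their count with any library left out, from 4422 to 4858 in WT and from 3950 to 4941 in *zmccd8*, as did the genes shared by all 3 conditions, from 93 to 125. The excess of genotype calls on chromosome 3 kept a Fisher p under 0.05 in all 27 values under an alternative and all 18 with a library left out. Rescaling by the median of ratios and a variance without a trend moved no count by over 1.5 times, but the factors of the first were so near 1 that it says little. Among the 48 results for single genes, 424 of 499 values under an alternative stayed on their side of the thresholds, 51 became weaker, 10 stronger and 14 moved, all 14 as ratios of mean FPKM, and with a library left out 216 of 306 stayed, 82 became weaker and 8 stronger. Of the counts over lists, 86 of 247 moved, 21 of them in the fit of all 18 libraries, and 73 of 150 with a library left out. Of the list medians, 32 of 247 moved without a change of sign, and of the ratios of distances 6 of 42.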

Differences from the paper's values

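No test in this part was chosen after its result was seen, apart from the ratio of the groups' mean FPKM. The paper's values are named as the paper's, and the alternatives meant are those set before the data were examined unless said otherwise.

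The paper's counts of DEGs between genotypes are 551 under CT, 2340 under 0N and 747 under WS, against 230, 433 and 248 here. None of the 17 alternatives closed these gaps, and the nearest under 0N was the fit of all 18 libraries with 1443. By condition, the paper gives 154 genes for CT only, 1871 for 0N only, 346 for WS only, 109 for 0N and WS and 255 for all 3 conditions, against 53, 238, 80, 30 and 126, and none of 28 alternatives closed the gaps. For CT and WS the paper gives 37 against 12. Leaving out WT replicate 1, 2 or 3 under 0N gave 36, 31 and 26, and leaving out *zmccd8* replicate 1 under 0N gave 29. These came nearest to 37 without reaching it. For CT and 0N the paper gives 105 against 39. Leaving out WT replicate 1 under WS came nearest with 71, which does not reach 105.

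Of the paper's log2 fold changes, 56 could be compared as ratios of the groups' mean FPKM, a scale chosen after seeing the values. As differences of log2(FPKM + 1), 16 of them differed from the paper, and as ratios of means 0 did. These gaps thus lie in the scale used here and not in the deposited values. In Table 1, 11 of the 29 log2 fold changes compared differ, all with the same sign. Limma voom on the rebuilt reads and a pseudocount of 0.1 closed the gap for 8 of them, in that order below, and ratios of the groups' mean FPKM, chosen after seeing the values, closed it for 10. *ZmTRPP1* under WS is −1.5 in the paper and −0.87 here (−1.44 and −1.31, also −1.16 without WT replicate 3, and −1.50 as the ratio of means, chosen after seeing the values). *ZmNPF1.1* under WS is 2.5 in the paper and 1.302 here (2.64 and 2.31, and 2.42 as that ratio). *ZmNPF3.1* under WS is −1.1 in the paper and −0.71 here (−1.13 and −1.05, ratio −1.10). *ZmNPF5.6* is −1.6 under 0N in the paper and −0.91 here (−1.64 and −1.54, ratio −1.58), and −1.8 under WS in the paper and −0.92 here (−1.89 and −1.68, ratio −1.82). *ZmNPF6.8* under WS is −1.5 in the paper and −0.82 here (−1.43 and −1.33, ratio −1.47). *ZmNPF7.10* under 0N is −3.3 in the paper and −2.18 here (−3.34 and −3.16, ratio −3.32). *ZmNPF8.2* under WS is 2.4 in the paper and 1.37 here (2.36 and 2.22, ratio 2.34). The other alternatives closed none of these.

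Of Table 1, 3 more genes were below the filter, and the 1 alternative that could be run, no filter, closed none. *ZmDHR2* under WS is −6.3 in the paper and −0.23 here, and as *zmccd8* is listed at 0 it has no ratio of means. Its WT mean was 0.189 FPKM, so with a pseudocount of 1 the value here stays small for any fold change. No filter keeps that pseudocount, so this gap does not measure a disagreement on the fold change. *ZmNPF6.2* under WS is −2.5 in the paper and −0.72 here, and *ZmAMT3.1* under 0N is −1.8 in the paper and −0.72 here. Their ratios of mean FPKM, −2.57 and −1.84, close both gaps and were chosen after seeing the values.

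In Table S6, *ZmCA3P9* under CT is −1.80311 in the paper and −1.50 here. Limma voom gave −1.79, a pseudocount of 0.1 −1.76 and leaving out WT replicate 3 −1.58, which close the gap, as does the ratio of means, −1.81, chosen after seeing the values. *ZmHB22* under 0N is −2.00733 in the paper and −0.68 here, and limma voom (−1.98) closed the gap, as did the ratio of means, −2.01, chosen after seeing the values. Of the ERF genes under 0N, *ZmEREB172* is −3.45173 in the paper and −1.34 here (limma voom −2.59, pseudocount 0.1 −2.33), *ZmEREB174* is −2.61012 in the paper and −1.45 here (−2.78, −2.54, and −1.84 without WT replicate 3), and *ZmEREB217* is −3.16432 in the paper and −1.15 here (−2.36, −2.095). Those settings close these gaps within the replicate error, and the ratios of means, −3.44, −2.63 and −3.15, chosen after seeing the values, do too. The copper-transporting ATPase gene Zm00001eb074360 is about −1.7 in Fig. 8, read by eye, the paper's value, and −0.53 here. Limma voom gave −1.67, and the ratio of means, chosen after seeing the values, −1.68. No other alternative closed the gap for these genes.

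The paper counts 165 transcription factor genes under 0N, 36 under WS and 25 under CT as DEGs, of which under 0N 157 higher in WT and 9 higher in *zmccd8*. Those 2 numbers do not add up to the 165, and the paper's own Table S6 has 155 and 10. Called here were 18, 6 and 6, with 18 higher in WT and 0 higher in *zmccd8* under 0N, and none of the 17 alternatives closed these gaps. The fit of all 18 libraries called 81 under 0N. The paper gives 9 *NPF* and 3 *AMT* genes as more expressed in WT under 0N, against 1 and 0 called here, and no alternative closed these. For the 6 *PAL* genes of the paper, 0 were called here and 6 in the fit of all 18 libraries, which closes the gap, while the other 16 alternatives do not.

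Table S5 of the paper lists under CT 12 antenna protein genes, 12 photosynthesis genes, 5 nitrogen metabolism genes and 12 carbon metabolism genes as DEGs, against 1, 2, 3 and 6 called here. Under WS it lists 6 genes of plant secondary metabolites, 6 of nitrogen metabolism and 7 of starch and sucrose metabolism, against 1, 2 and 0. Under 0N the paper's lists hold 39 phenylpropanoid, 9 nitrogen metabolism, 8 ABC transporter, 21 MAPK signaling, 10 cutin, suberin and wax and 10 cyanoamino acid genes, against 1, 2, 1, 3, 0 and 3. No alternative closed any of these gaps. Only 25 of the 39 phenylpropanoid genes were analysed here, so the 1 called is out of 25. No alternative could have given the paper's count for that list, and its gap decides nothing. For carotenoid biosynthesis the paper has 6 against 2, and limma voom came nearest with 4. For benzoxazinoid biosynthesis the paper has 6 against 1, and the fit of all 18 libraries came nearest with 4. No alternative gave the paper's count for either list.

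Some single genes that the paper counts as DEGs were called here only under an alternative. *ZmBGLU15* under WS was called with limma voom, the fit of all 18 libraries, the replicate block and without *zmccd8* replicate 3. *ZmTRPP1* under WS was called without WT replicate 3, the nicotianamine synthase genes Zm00001eb014700 and Zm00001eb396110 without WT replicate 2, and the mugineic acid gene Zm00001eb137930 with the replicate block. Under 0N, *ZmNAC4* and *ZmRAV1* were called in the fit of all 18 libraries and without *zmccd8* replicate 3, *ZmMYB192* in the fit of all 18 libraries, *ZmMYB32* without *zmccd8* replicate 3 and *ZmHB22* with a pseudocount of 0.1.

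In direction, the paper's text states that the most enriched pathways under CT were lower in *zmccd8*. Here 2 of 4 nitrogen metabolism genes and 5 of 10 carbon metabolism genes tested were higher. The paper's own Table S5 also lists genes both ways, 3 higher and 2 lower for nitrogen metabolism and 5 higher and 7 lower for carbon metabolism. The paper's text describes a roughly balanced distribution of transcription factor genes between genotypes under WS and CT. Called here were 6 lower and 0 higher under WS, and of those tested 17 were lower and 13 higher under WS and 18 lower and 4 higher under CT. The paper's own Table S6 has 19 lower and 17 higher under WS and 20 lower and 5 higher under CT. The paper ranks 0N first in genotype differences, as here, except with the replicate block (131 against 158 under CT and 268 under WS) and without WT replicate 1 under 0N, when the count of 171 lies within those of the fits that leave out 1 library under CT (131 to 178) and WS (152 to 233). Without WT replicate 2 (214) or *zmccd8* replicate 1 (224) under 0N, the count exceeds every such fit under CT but not the highest under WS. Under 0N the paper's text has 2 nitrate reductase genes and 1 nitrite reductase gene lower in *zmccd8*, while the deposited annotation of the Table S5 genes has 1 and 2. The paper reports no *CCD8* transcript in *zmccd8* by qRT-PCR, while the FPKM of *ZmCCD8* were 5.63 to 27.4 in the *zmccd8* libraries.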

Other observations

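The tests on 1 library and on the transcription factors were set before their results were seen, and the others in this part were chosen only after the result was seen.

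More genes were called between genotypes under 0N (433) than under CT (230) or WS (248). For each count, 1 of the 10 splits of the 6 libraries gave as many calls, the real one, and other splits gave at most 1. Genotype and another grouping cannot be told apart by this count alone, because 10 splits allow no share under 0.1. The 247 calls under 0N outside chromosome 3, against 98 and 112, argue against calls inside the chromosome 3 segment making up the whole excess. Inside it the calls were 165 under 0N, against 128 under CT and 126 under WS. The place of a call cannot exclude an influence of the segment on genes elsewhere. Weight of 1 library is consistent with the count of 171 without WT replicate 1, which lies among the counts with 1 library left out under CT (131 to 178) and WS (152 to 233), while without *zmccd8* replicate 3 it was 984. Library composition may also differ: the paper's GC contents are 49.65% and 50.03% in *zmccd8* replicates 1 and 2 under 0N and 52.61% in replicate 3. Of the 153 transcription factors tested, 144 were lower in *zmccd8* replicate 3 than the WT mean, but the list was chosen on these libraries and low GC occurs in *zmccd8* under 0N alone, so composition and genotype cannot be told apart here.

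The interaction under 0N called 0 genes. All 100 of the 100 splits of the 12 libraries have at least that many, which decides nothing, and another split called up to 11. At an unadjusted p under 0.05 it had 4804 genes, and only 3 of the 100 splits, the real one included, had as many, with a median of 927 in the others. This argues against an accident of how the libraries were grouped for the number of small p values, though not for any single gene, and indicates that the *zmccd8* and WT libraries may differ in their change under 0N in many genes by less than the thresholds ask, whether through genotype or through the library composition weighed above. Without *zmccd8* replicate 3 under 0N the count of calls was 134.

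The hypothesis that the 0N transcription factors of Table S6 fail to rise in *zmccd8* was tested by their median change from CT to 0N, which was −0.47 (−0.472) in *zmccd8*, where 30 of 153 were higher, and 0.40 in WT, where 110 were higher. A failure to rise and a fall cannot be told apart here, since the list was picked from these libraries for lower values in *zmccd8* under 0N, which shifts both medians.

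Photosynthesis genes lower in *zmccd8* under CT may reflect leaf or other green tissue among the roots of some libraries. The mean FPKM of the antenna list was 5.53, 1.69 and 2.64 in WT and 0.743, 0.411 and 0.559 in *zmccd8* under CT, and 1.21 in *zmccd8* replicate 2 under 0N against 0.211 and 0.258 in replicates 1 and 3. Of the abundant leaf genes, that of the small subunit of Rubisco (Zm00001eb197410) was at 5.50, 1.88 and 5.41 FPKM in WT under CT. In *zmccd8* it was at 0.736, 0.335 and 0.388 under CT and 3.68 in replicate 2 under 0N. Phosphoenolpyruvate carboxylase (Zm00001eb383680) went the same way at low values, at most 0.693 in any library. Under CT it was at 0.693, 0.332 and 0.331 in WT and 0.0829, 0.0339 and 0 in *zmccd8*. It was at 0.406 in *zmccd8* replicate 2 under 0N. Pyruvate, phosphate dikinase (Zm00001eb287770) is expressed in all 18 libraries. Under CT it was at 37.1, 15.4 and 14.3 in WT and 19.5, 5.65 and 30.8 in *zmccd8*, so it does not follow the pattern of the genotypes. The antenna genes were picked by the study from these libraries. A small share of green tissue and expression in the root itself cannot be told apart, because 1 library outside the pattern's groups decides little, the markers other than the dikinase are near the floor, and the dikinase does not part the genotypes.

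*ZmCCD8* itself was at 5.63 to 27.4 FPKM in the 9 *zmccd8* libraries. No explanation for these reads was tested.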
